# Human epicardial organoids from pluripotent stem cells resemble fetal stage with potential cardiomyocyte- transdifferentiation

**DOI:** 10.1186/s13578-024-01339-w

**Published:** 2025-01-17

**Authors:** Fanwen Wang, Xinle Zou, Huilin Zheng, Tianci Kong, Duanqing Pei

**Keywords:** Epicardial organoid, Epithelial-mesenchymal transition, Heterogeneity, Paracrine, Epicardial-derived cells

## Abstract

Epicardium, the most outer mesothelium, exerts crucial functions in fetal heart development and adult heart regeneration. Here we use a three-step manipulation of WNT signalling entwined with BMP and RA signalling for generating a self-organized epicardial organoid that highly express with epicardium makers *WT1* and *TCF21* from human embryonic stem cells. After 8-days treatment of TGF-beta following by bFGF, cells enter into epithelium-mesenchymal transition and give rise to smooth muscle cells. Epicardium could also integrate and invade into mouse heart with *SNAI1* expression, and give birth to numerous cardiomyocyte-like cells. Single-cell RNA seq unveils the heterogeneity and multipotency exhibited by epicardium-derived-cells and fetal-like epicardium. Meanwhile, extracellular matrix and growth factors secreted by epicardial organoid mimics the ecology of subepicardial space between the epicardium and cardiomyocytes. As such, this epicardial organoid offers a unique ground for investigating and exploring the potential of epicardium in heart development and regeneration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-024-01339-w.

## Introduction

Epicardium is a mesothelial layer enveloping the outer surface of vertebrate heart. During mouse embryonic development, epicardium emerges from a transient structure called pro-epicardium organ (PEO) at embryonic day (E) 8.5 [1]. PEO cells migrate and differentiate into epicardium and embed myocardium. During development, a subset of epicardial cells detach from epicardium layer, undergo epithelial-mesenchymal transition (EMT) or epithelial to mesenchymal transition, to invade into subepicardium and myocardium layers and give rise to fibroblast, endothelium, smooth muscle cells (SMC) and blood progenitors.

Epicardium has become a focus of investigation, largely due to reports on its role in the innate regeneration of zebrafish heart following injury [2]. While most epicardium goes into dormancy exhibiting limited proliferation ability after birth, some can be reactivated to re-entre into cell-cycle by myocardial infarction (MI) and re-express genes resemble to embryonic epicardium, such as *TBX18* and *RALDH2* [3–7]. Recently, Xia *et al.* identified *ptx3a+/col12a1b +* cells as transiently activated epicardial progenitor cells following cardiac injury in zebrafish, that migrate to the wound and initiate the repair and regeneration processes [8].

Given its purported significance, epicardium has been investigated first in vitro based on human pluripotent stem cells (hPSCs) [9] using BMP activator and WNT inhibitor. It has been subsequently shown that WNT alone is sufficient to constrain terminal-differentiated cells into epicardium but not cardiomyocytes (CMs) [10]. Furthermore, epicardium could be generated within 7 days by inhibiting WNT following by activating BMP4, Retinoic acid (RA) and vascular endothelial growth factor (VEGF) [11]. Meier and colleagues [12] reported the generation of epicardioid which has myocardium embedded in epicardium layer as a model to investigate the interactions between epicardium and CMs. However, due to the non-renewability of CMs, the heart injury in adult mammals may lead to grave consequences. Inducing the original epicardium or implanted epicardium into CMs are alternatives for heart injury treatment. Unfortunately, it is not well-established for criterion of factors triggering epicardial transdifferentiation in vivo, although thymosin beta 4 and VEGF has been reported [13, 14]. In addition, conversion of exogenous epicardium into myocardium is inefficient or absent in mammals such as mice and pigs [15] and may come up to approximately 15% in salamander [16]. Low efficiency limits its application.

In this study, we describe a process to generate epicardial organoids that continuously expresses of epicardium markers *WT1*, *TCF21* and *TBX18*. The organoid shows TGF-beta and bFGF-induced EMT functions and transdifferentiates into SMC. Combined with single-cell RNA sequencing (scRNA-seq) and mass spectrum, we found epicardium produce different extracellular matrix (ECM) mRNA and the inner side of chamber accumulates ECM such as collagens and fibronectin. More importantly, cells of this epicardial organoid can integrate with adult mouse heart and migrate into the inner parts of heart which is similar with the process of PEO migration onto heart tube. These derived cells showed myocardial morphological similarity. Taking together, these results provide evidence that these epicardial organoids recapitulate features of human fetal epicardium and manifest potential in heart regeneration.

## Methods

### Generation of 2D epicardium and 3D epicardial organoid

Human embryonic stem cells (hESCs) and home-made UiPSC were cultured in mTeSR1 medium (Stemcell Technologies, #85850) on Matrigel (Corning, #354230, GFR, LEDV-free) coated plates and passaged using either TrypLE Express Enzyme (Thermo Fisher, #12563029) or 0.5 mM EDTA-DPBS (Sigma-Aldrich, #E6758) every 2 ~ 4 days at 70% ~ 90% confluency. Cells were routinely tested for absence of Mycoplasma contaminations. All cell lines were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. hPSCs were de-attached using Accutase (Stemcell Technologies, #07920) and resuspended in mTeSR1 containing 10 µM ROCKi Y-27,632 (TargetMol, T1725). 20,000 cells in 150 µL medium were seeded into Ultra-Low-Attachment U-bottom 96-well plates (Corning #7007 or Thermo Fisher #174929) on which was recorded as day − 1 and left settled for 24 h. For 2D differentiation, 150,000 cells were seeded on a Matrigel-coated 24 well. On day 0, medium was changed with CDM [17] containing 30 ng/mL bFGF (Peprotech, 100-18B), 3 ng/mL BMP4 (R&D systems, 314-BP-500), 10 µM CHIR99021 (Tocirs, 4423 or Selleck, s1263), 5 µM LY294002 (Selleck, S1105) and 50 ng/mL Activin A (Peprotech, 120-14-1000). The composition of CDM was 50% IMDM (Gibco, 12440-053) plus 50% F12 NUT-MIX (Gibco, 11765-054) supplemented with 15 µg/mL transferrin (Sigma-Aldrich, T8158), 450 µM monothioglycerol (Sigma-Aldrich, M6145) and 5 mg/mL BSA (Sigma-Aldrich, SRE0098). After a 36 h ~ 40 h nourishment, embryonic bodies were then incubated for 2 days with CDM medium containing 3 ng/mL BMP4, 5 µM IWP2 (Selleck, S7085), 5 µM SB431542 (Selleck, S1067), 1 µM BMS (Sigma-Aldrich, SML1149) and 0.5 µM PD-173,074 (AbMole, M1875). From day 3.5 to day 6.5, spheroids were cultured in CDM medium containing 10 ng/mL BMP4, 5 µM CHIR 99,021 and 1 µM RA (Selleck, S1653) with a refreshment on day 5. Subsequently, CDM medium containing 10 µg/mL insulin was used for another 3 days. For maintaining epicardium, CDM medium containing 10 µg/mL insulin (Selleck, S6955) and 5 µM SB-431,542 was employed from day 9.5 onwards and refresh organoids every 3 ~ 4 days. Chamber would be visible on day 9.5 from where additional investigation could be performed.

For study the EMT function, Organoids from day 9.5 were treated with 5 ng/mL TGF-beta1 (R&D systems, 240-B) following 10 ng/mL bFGF (Peprotech, 100-18B) for 4 days each and tested at day17.5.

### Cryosectioning

4% PFA-fixed organoids were cryoprotected with 30% sucrose in PB for 1 ~ 2 days at 4℃ until sinking to the bottom of the tube and washed twice with PBS before embedded in O.C.T. (Sakura, #4583). Embedded organoids were transferred onto the O.C.T.-coated tray on a Leica cryostat at -22℃ ~ -20℃. 10 μm sections were collected on Ultra Plus slides (CITOTEST, # 188105) and kept at -80℃ until immunostaining. O.C.T. was removed by washing with PBS before continuing with the immunostaining protocol.

### Immunostaining

Cryosections were fixed with 4% PFA (Beyotime, #P0099) and permeabilized with 0.2% Triton X-100 (Sigma-Aldrich, #T9284) in block solution (Beyotime, #P0102) for 15 min each. Sections were then incubated in block solution for 1 h. The primary antibody was subsequently applied in primary antibody dilution medium (Beyotime, #P0103) overnight at 4℃ and subjected to the secondary antibody in secondary antibody dilution medium (Beyotime, #P0108) for 1 h.

Antibodies employed in this study are as follows: Brachyury (R&D Systems, AF2085-SP), AFP (Santa Cruz, SC130302), α-SMA (Abcam, ab7817), CASP3 (Cell Signaling Technology, 9661), Calponin (Sigma-Aldrich, C2687), CDH1 (CST, 14472 S), CDH5 (CST, D87F2), CDX2 (Abcam, ab76541), HNF-4α (Santa Cruz, sc-6557), HNA (Chemicon, MAB1281), Ki-67 (BD Bioscience, 556003), SNAI1 (Abnova, H00006615-B02P), TNNT2 (Abcam, ab8295), VIM (Cell Signaling Technology, 5741 S), WT1 (Abcam, ab89901 or CST, 83535T), ZO-1 (CST, 5406 S). Slides were mounted using fluorescence mounting medium (Abcam, #ab104139). Three times wash with PBS or PBS/0.1% Tween20 were required between different reagents treatment. Slides were kept at -20℃ until imaging. All the incubations were performed at room temperature unless otherwise specified. Images from more than 3 organoids each group were collected with inverted confocal microscopes (Zeiss, LSM900 or LSM800). Images were processed by Fiji/ImageJ (v2.0, https://imagej.net/Fiji.html ) and Zen 3.4 (blue edition, https://portal.zeiss.com/download-center/softwares/mic ).

### Mass spectrometry

Organoids were washed in DPBS before collecting the inner fluid using a pulled glass microcapillary attached to filter and tubing as previously described with some modifications [18]. Samples were centrifuged at 250 g for 5 min to remove dead cells and debris. Polyacrylamide gel slices (1 ~ 2 mm) containing the purified proteins were prepared for mass spectrometric analysis. The excised protein gel pieces were destained with 50% v/v acetonitrile and 50 mM ammonium bicarbonate, reduced with 10 mM DTT, and alkylated with 55 mM iodoacetamide. After alkylation, proteins were digested with 200 ng/µL Trypsin (GenDEPOT, #T9600-025) for 16 ~ 18 h at 37 °C. The resulting peptides were extracted in 2% v/v formic acid, 100% v/v acetonitrile. The digest was analyzed by nanoscale capillary LC-MS/MS using an Ultimate U3000 HPLC (Exploris 480) to deliver a flow of approximately 300 nL/min. A C18 Acclaim PepMap100 5 μm, 100 μm x 20 mm nanoViper (Thermo Scientific Dionex, San Jose, USA), trapped the peptides prior to separation on a C18 Acclaim PepMap100 3 μm, 75 μm x 250 mm nanoViper (ThermoScientific Dionex, San Jose, USA). Peptides were eluted with a 60 min gradient of acetonitrile (2–80%). The analytical column outlet was directly interfaced via a nano-flow electrospray ionisation source, with a hybrid quadrupole orbitrap mass spectrometer (Q-Exactive Plus Orbitrap, ThermoScientific, San Jose, USA). Data dependent analysis was carried out, using a resolution of 30,000 for the full MS spectrum, followed by ten MS/MS spectra. MS spectra were collected over an m/z range of 300–2000. MS/MS scans were collected using a threshold energy of 27 for higher energy collisional dissociation (HCD). LC-MS/MS data were then searched against a protein database (UniProt KB) using the Mascot search engine programme (Matrix Science, UK). Database search parameters were set with a precursor tolerance of 10ppm and a fragment ion mass tolerance of 0.8 Da. One missed enzyme cleavage was allowed and variable modifications for oxidized methionine, carbamidomethyl cysteine, pyroglutamic acid, phosphorylated serine, threonine and tyrosine, and methyl arginine were included.

### Transmission electron microscopy

Organoids were performed with transmission electron microscope (TEM) Thermofisher Talos 120. Briefly, Samples were fixed with 2.5% glutaraldehyde and 2% PFA in 0.1 M PB buffer (pH 7.4) at 4℃ overnight. After washed with PB buffer, organoids were post fixed with 1% osmium in 0.1 M PB buffer on ice for 60 min and washed by PB buffer. Samples were then stained with 1% uranyl acetate in ddH_2_O at 4℃ overnight. After a gradual-dehydration with a graded series of ethanol (50%, 70%, 90%, 95%, and twice in 100%), they were infiltrated with and embedded in EPON12 resin with a 48 h-polymerization at 60 °C, and cut into 70-nm-thick ultrathin sections which were then post stained with uranyl acetate and Sato’s Lead. Sections were then ready for examination at 80 kV using Talos 120.

### RNA isolation, qRT–PCR and bulk RNA-seq

Total RNA was extracted using the RNA-easy Isolation Reagent (Vazyme, #701) according to manufacturer instructions and quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham). For quantitative PCR, cDNAs were synthesized with ReverTra Ace (Toyobo) and oligo-dT (Takara), and levels of the mRNA were analysed by qRT-PCR with ChamQ SYBR qPCR Master Mix (Vazyme). The qRT-PCR primers used in this study are as follows: GAPDH-qF, GCACCGTCAAGGCTGAGAAC, GAPDH-qR, CGCCCCACTTGATTTTGG, WT1-qF, CCAATACAGAATACACACG-CAC, WT1-qR, CATCTGTAAGTGGGACAGCTTA, TCF21-qF, AGG CAG ATC CTG GCT AAC GAC AAA, TCF21-qR, TCC AGG TAC CAA ACT CCA AGG TCA, TBX18 -qF, TTA ACC TTG TCC GTC TGC CTG AGT, TBX18 -qR, GTA ATGGGCTTTGGCCTTTGCACT, TWIST1-qF, GGAGTCCGCAGTCTTACGAG, TWIST1-qR, TCTGGAGGACCTGG-TAGAGG, SNAI1-qF, TTT CTG GTT CTG TGT CCT CTG CCT, SNAI1-qR, TTC CCA GTG AGT CTG TCA GCC TTT, Vimentin-qF, CCGGAGACAGGTGCAGTCCCT, Vimentin-qR, TCATCCTGCAGGCGGCCAAT, SMTN-qF, AGC ACC ATG ATG CAA ACC AAG ACC, SMTN-qR, TCT GCG CCT TCA TCA GCT CTT TCT, ZO1_qF, TGCCATTACACGGTCCTCTG, ZO1_qR GGTTCTGCCTCATCATTTCCTC, OCLN_qF, ACTGCTCAGTCTTCTGGATC, OCLN_qR, TGTCATACCTGTCCATCTTTCTTC, CLDN1_qF, TTCTCGCCTTCCTGGGATG, CLDN1_qR, GCTCAGATTCAGCAAGGAGTCA, CDH1_qF, GCCTCCTGAAAAGAGAGTGGAAG, CDH1_qR, TGGCAGTGTCTCTCCAAATCCG. For library constructions, VAHTS mRNA-seq V3 Library Prep Kit for Illumina (Vazyme, #NR611) was used. Library was further tested using an Aguilent 2100 Bioanalyzer followed by RNA sequencing with Illumina Novaseq PE150 platform. RNA-seq data was analyzed by DEseq2, GO.db, Mfuzz, Phantasus 1.11.0 (artyomovlab.wustl.edu/phantasus) and ToppGene Suite (http://toppgene.cchmc.org*).*

### Single-cell (sc)RNA-seq and bioinformatic analysis

Organoids were dissociated into single cells using the STEMdiff Cardiomyocyte Dissociation Kit (Stemcell Technologies, #05025). Cells were counted and checked for viability using a hemocytometer (Thermo Fisher, Countess 3) before preparing library. After dissociation, samples were processed for scRNA-seq with a targeted cell recovery of 20,000. To generate Gel Bead-In-EMulsions (GEMs) and single-cell sequencing libraries, the Chromium Next GEM Single Cell 3′ Library & Gel Bead kit v3.1 (10x Genomics, 1000128), Chromium Single Cell G Chip kit (10x Genomics, 1000127) and Chromium i7 Multiplex kit v2 (10x Genomics, 120262) were used. Quality control of cDNA was performed on a Bioanalyzer (Agilent) using a high-sensitivity DNA kit (Agilent, 5067 − 4626). Library quantification was performed with the KAPA quantification kit (KAPA Biosystems, KK4824). Libraries were pooled and sequenced using a NovaSeq S1 flow cell (Illumina) with 150-base pair (bp) paired-end reads with 28 cycles for read 1, 91 cycles for read 2, 8 cycles for i7 and with a read depth of at least 25,000–30,000 paired-end reads per cell.

Single-cell gene counting matrix was generated by performing sample demultiplexing and barcode processing using Cell Ranger pipeline (v6.1.1). Further analysis was ran using R statistical programming language (Rstudio v4.3.3, https://www.rstudio.com ). The count data matrix was read into R and used to construct a Seurat object (v5.1.0). Data were filtered and normalized. Briefly, cells with fewer than 3 expressed genes in the sample, cells with fewer than 300 but more than 9,000 expressed genes, and cells with mitochondrial genes greater than 25% of the total number of unique molecular identifiers (UMIs) and ribosomal genes greater than 50% of the total number of UMIs were excluded. High variable genes were identify identified for helping annotate clusters by employing Seurat data processing pipeline. Cellular dynamics were inferred based on the kinetics of gene expression using RNA velocity.

### Generation of reporter cell lines

Generally, hPSCs were transfected with pB-CAG-tdTomato and PiggyBac transposase by using Effectene Transfection Reagent (QIAGEN #301425) according to manufacturer instructions. While cell growth reached 50% confluency, cells were de-attached by Accutase and seeded into 96-well-plate at 1 cell per well. Once single colonies were macroscopic after 4 ~ 7days, the colonies with fluorescence were picked and transferred into 24-well-plates under microscope.

### Transplantation of epicardial organoid

NOD-SCID mouse were perchased form Jiangsu Jicuiyaokang and genotyped with Prkdc. Mouse were examined with heart function by using Vevo 3100 (FUJIFILM VisualSonics) and electrocardiograph (ECG, Kent/Biopac CODA/MP160) before and after transplantation. The data of ultrasound and ECG were then analyzed by using Vevo LAB (FUJIFILM VisualSonics, Inc. https://www.visualsonics.com) and AcqKnowledge (BIOPAC Systems, Inc. https://www.biopac.com/support/biopac-software-updates/), respectively.

For surgery, mice were anesthetizing with 1.2% Avertin at a dosage of 240 mg/kg. Intratracheal intubation connecting to a ventilator was performed and the pectoral muscle and ribs were cut to expose the heart. The pericardium was pulled away and epicardium lined outside the right ventricular heart was tear to make a transplant entrance. Two or three organoids were placed onto the subepicardium space. The ribs and skin were then closed with suitable sutures. Mouse were then treated with 100 µL of 5 mg/kg Cyclosporine (Targetmol T6459) and 2.5 mg/kg Methylprednisolone succinate (Targetmol T22367) subcutaneously every day for at least 2 weeks. Mouse were then sacrificed for further investigation.

### Whole-organ imaging

Mouse were anesthetizing with 1.2% Avertin at a dose of 250 ~ 300 mg/kg before thoracotomy. 30 mM KCl and 0.9% NaCl were then sequentially injected into the left ventricle to remove circulating blood. Heart was then harvested and fixed in 4% PFA at 4 °C for 24 h. After washing using PBS, pigment was decolorized by specific solution (Nuohai Life Science, NH-230701-Dep) for 24 h. For tissue clearing, Enhanced Tissue Clearing Kit (Nuohai Life Science, CR-230701-S) was employed. Briefly, tissue was defatted in solution A for 24 h, stained for nuclei for 5 days, and incubated with the primary and secondary antibodies for 4 ~ 7 days of each. Solution B is used for refractive index matching for 2 days. After embedding in low-melting-point agarose, hearts were imaged using a laser scanning microscope (Nuohai Life Science, LS18) in imaging solution. The images are then combined and stitched before being processed with Imaris (Oxford Instruments, v10.0, https://imaris.oxinst.com/ ).

### Quantification and statistical analysis

All analyses were performed using GraphPad Prism (v9.0.0) (https://www.graphpad.com ) software and all raw data was collected in Microsoft Excel. All data presented a normal distribution. Statistical significance was evaluated with a standard unpaired Student t-test (2-tailed; *p < 0.05, **p < 0.01, ***p < 0.001) when appropriate. For multiple-comparison analysis, one-way ANOVA with the Tukey’s or Dunnett’s post-test correction was applied when appropriate (*p < 0.05, **p < 0.01, ***p < 0.001). All data are presented as Mean ± SEM and represent a minimum of 3 independent experiments with at least 3 technical replicates unless otherwise stated. All micrograph images are representative of at least 3 independent experiments per condition/marker and calcium transient graphs are representative of 3 independent experiments.

## Results

### Generation of epicardial organoid from hPSCs

To generate epicardioids structurally resembling those in vivo, we design a strategy that can induce hPSCs towards epicardium lineage in four sequential stages: (i) induction of mesodermal cells by modulation BMP and WNT pathways, (ii) canalization for cardiac progenitors, (iii) specification of PEO with RA, (iv) terminally differentiation and maintaining of epicardium using TRK inhibitor (Fig. 1A middle). Consistently, we show that commonly used epicardium markers *TCF21*,* WT1*, and *TBX18* can be first detected on d6.5 by qRT-PCR analysis (Fig. 1B, Additional file 1). As expected, mesoderm markers BRACHYRY and *EOMES* are highly expressed at d1.5 with immunofluorescence and bulk RNA seq (Fig. 1C and A down, Additional file 2). The stable epicardioids continue to express *WT1* until d40 (not tested beyond this time points) (Fig. 1D). From bulk RNA seq data, we show that as differentiation progresses, pluripotency genes *POU5F1* and *NANOG* were gradually silenced accompanied by the increase of cardiogenic precursor markers such as *GATA6*,* HAND1*, and *TBX5* (Fig. 1A down). How human PEO emerges and develops into epicardium remains unknown due to the lack of embryo samples less than four weeks post conception [19]. Besides, markers expressed begin at PEO stage, such as *WT1*, *TCF21*, *TBX18*, *SEMA3D* and *UPK3B*, would sustain throughout the embryonic stage, that is PE and epicardium share the same markers. In this organoid, we observed some less common epicardium-fate marker genes that show an increasing trend with differentiation, such as *SEMA3D*,* ALDH1A2*,* UPK3B* [20], *PDGFRA* (Fig. 1E) as an evidence of epicardium development. At d10.5, bulk RNA data indicate that the enriched genes are most related to epicardial development and ECM pathways during the maintenance culture phase (Fig. 1F).

**Fig. 1:**
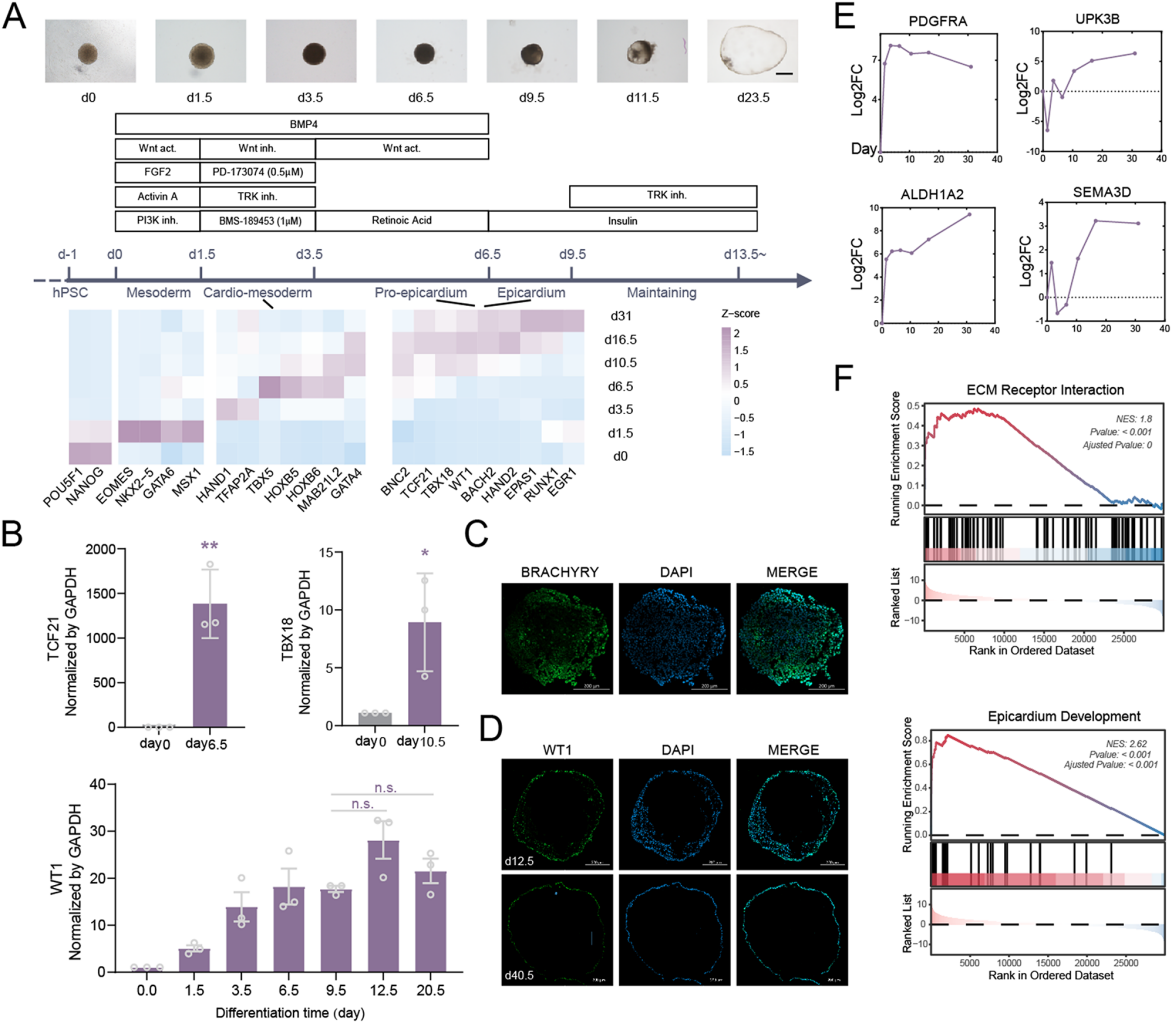
Generation of epicardial organoid from hPSCs. (**A**) Up, bright field images captured with time course showed gradually enlarged chamber. Middle, scheme of the protocol used to differentiate hPSCs toward the epicardium lineage highlighting four main stages of development: (i) mesoderm induction, (ii) cardiac progenitor cells canalization, (iii) PE induction, (iv) Epicardium specification. Key chemicals used in each step are list under the arrow. Down, heatmap of representative genes on time course bulk RNA sequencing at d0, d1.5, d3.5, d6.5, d10.5, d16.5 and d31 with two replicates each timepoint. (**B**) Quantification qRT-PCR analysis on epicardium markers *TCF21* at d6.5, TBX18 at d10.5 and *WT1* at critical knots. Immunofluorescence of mesodermal marker BRACHYURY at d1.5 (**C**) and epicardium marker WT1 at d12.5 and d40.5 (**D**). (**E**) Expression level (log2FC) of other reported epicardium markers, *PDGFRA*,* SEMA3D*,* UPK3B* and *ALDH1A2*. (**F**) GSEA score of enriched genes at d10.5 showed ECM receptor pathways and epicardium development are specifically activated. Scale bar, 500 μm. Significance analysis uses a standard unpaired Student t-test (2-tailed; *p < 0.05, **p < 0.01, ***p < 0.001, n.s. no significance)

Structure between adjacent epicardium consists of tight junction (TJ), adherens junction (AJ), gap junction (GJ) and desmosome which serves for maintaining permeability and cell polarity. Here, we noticed the universal expression of tight junction scaffolding protein zonula occludens-1 (ZO-1, *TJP1*) and adherens molecule CDH1 on the lateral cell membrane (Fig. 2D). These interactions were also be observed by TEM as early as day 17 (not examined at earlier time points) as shown in Fig. 2E.

**Fig. 2:**
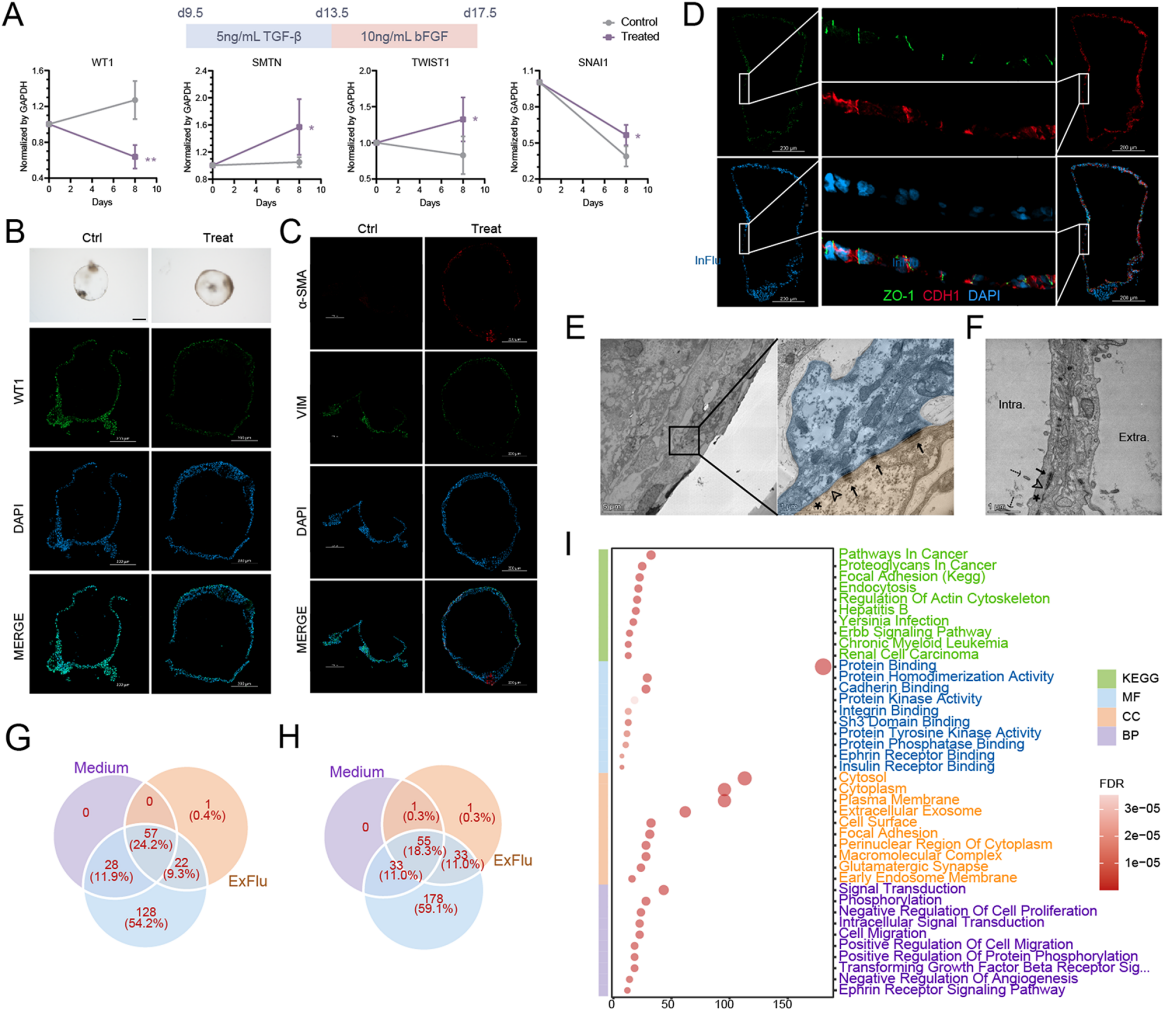
Epicardial organoid underwent EMT to give rise to SMCs and supported with paracrine factors. (**A**) Scheme of the protocol for inducing EMT and qRT-PCR analysis of *WT1*, SMC marker *SMTN* and EMT marker *TWIST1* and *SNAI1*.Bright field images of organoid at 17.5 with or without treatment (**B**, upper, scale bar 500 μm). Immunofluorescence of WT1 (**B**, lower), mesenchymal marker VIM and SMC marker α-SMA at d17.5 (**C**) showed organoid can transit from epithelium to mesenchymal type leading to increase of SMCs. (**D**) Polarity validation by staining ZO-1 (marker of epicardium tight junction) and CDH1 (marker of epicardium adherens junction). (**E**) and (**F**) Transmission electron microscopy image of epicardial organoid at day 108. Desmosomes (arrow), adherens junctions (arrowhead), tight junctions (asterisks) of epicardium, ciliary tract (dash arrow) of EC. Venn diagram of ECM (**G**) and GF (**H**) by comparing fresh culturing medium, inner-organoid fluid (InFlu) and extra-organoid fluid (ExFlu) enriched by mass spectrum. (**I**) KEGG and GO analysis of GFs secreted by epicardial organoid. Significance analysis uses a standard unpaired Student t-test (2-tailed; *p < 0.05, **p < 0.01, ***p < 0.001)

During organogenesis, heart, lungs and intestines generate lumen space for rapid substance exchange. Organoids, in which most of the cells are epithelial, are prone to lumen formation [21–23]. This epicardial organoid can also form chamber which typically appears at d9 ~ d11 as observed in the bright-field images, and grows significantly until d20 (Fig. 1A, Supplementary Fig. 1A). Mechanistically, lumens can be classified into cavitation caused by central cell apoptosis or expansion by separation of adjacent cell membranes [24]. During which, primary cilia and mechano-sensitive ion channels such as Piezo1 [25, 26], TRPP2 (also known Pkd2) and Trpv4 [27], as well as actin network connecting F-actin, integrin and cadherin, are the three critical elements involved. For heart development, mechanisms underlying subepicardium lumen formation remain unknown. We also measured apoptosis as epicardioids and show that genes involved in apoptosis including *CASP3*,* BIRC5*,* FAS*,* BAX* are expressed at higher levels at d0 and d1.5, then decrease afterwards. Apoptosis is detectable in epicardial organoid constantly under relatively lower level, but remains constant during chamber formation (Supplementary Fig. 1D, 1E). These results suggest that chamber formation may be independent of apoptosis.

In order to test the universality of epicardial organoid induction program, we also examined the H1 cell line and in-house UiPSCs, which showing similar repeatability with high expression of epicardium markers (Supplementary Fig. 1B, 1C), albeit with some differences in organoid size (Supplementary Fig. 1A). Hereafter, detailed characterizations were proceeded by using H9 cell line.

### Epicardium can undergo EMT and generate SMCs

EMT has been observed in epicardium of human, mouse and chick embryo heart [28–34]. To induce EMT during epicardioid generation, we change culture medium at d9.5 with 5 ng/mL TGF-β for 4 days followed by 10 ng/mL bFGF for 4 days (Fig. 2A). Notably, TGF-β inhibitor SB-431,542 was added into the maintaining culture medium giving that epicardium would spontaneously undergo EMT in the absence of SB-431,542 [35]. In this study, SB-431,542 was not removed during the induction of EMT. While there is no significant change in the size of the organoids, those treated with TGF-β and bFGF exhibit a turbid appearance, indicating cell proliferation (Fig. 2B). Additionally, compared to the control group, the treated group shows a significant decrease of *WT1* (0.64 ± 0.13 vs. 1.27 ± 0.21, *p* = 0.002 **), a significant increase in the classical EMT markers *TWIST1* and *SNAI1* (1.32 ± 0.31 vs. 0.83 ± 0.26, *p* = 0.049 *; 0.57 ± 0.08 vs. 0.39 ± 0.08, *p* = 0.025 *), and a significant increase in the smooth muscle marker *SMTN* (1.57 ± 0.41 vs. 1.05 ± 0.08, *p* = 0.048 *) (Fig. 2A). Thus, treatment with TGF-β followed by bFGF induces EMT in epicardial organoids and leads to smooth muscle generation (Fig. 2C). Moreover, there is a significant decrease in tight junction marker *CLDN1* (0.52 ± 0.19, *p* = 0.0096 **), *OCLN* (0.65 ± 0.02, *p* < 0.0001 ****) and adherens junction marker *CDH1* (0.61 ± 0.05, *p* = 0.0002 ***) when EMT was induced, whereas a subtle reduction in *TJP1* (0.87 ± 0.08, *p* = 0.0562) (Supplementary Fig. 1F, Additional file 1). As the immunofluorescence shows, CDH1 only located in the inner single layer of organoid, and ZO-1 was found in these CDH1^+^ cells accounting for no more than two thirds (Supplementary Fig. 1G). Cell junctions were reduced when EMT was stimulated. These results suggest that the epicardioids are capable of responding to EMT signals and generate smooth muscle cells.

### Epicardium secrets ECM present in human subepicardium

Epicardium provides paracrine factors for myocardium to ensure CMs maturation and repair. Underneath the epicardium, there is a gelatinous space called subepicardium (or subepicardial space), highly enriched with hydrated ECM, including collagens I, IV, V, VI and fibronectin, flectin, fibulin-2, GP68, laminin, proteoglycans, vitronectin, fibrillin-2, elastin and tenascin-X [36] synthesized and secreted by epicardium mostly, as well as growth factors (GFs) such as fibroblast growth factor (FGF) and VEGF. We wish to determine the proteome secreted from epicardioids by mass spectrometry. The proteins identified can be classified into either ECM or GF, among others and we show that 151 ECM molecules are secreted by epicardial organoid (Fig. 2G, Additional file 3). Among them, CRELD1 is the only one present in the extra-organoid fluid. CRELD1 can be expressed by many cell types, such as epicardium, endocardium, fibroblasts and CMs. The gene was translated in endoplasmic reticulum following glycosylation modifications in the Golgi apparatus, and finally anchored in the cell membrane or excreted into ECM. The protein sequence contains two EGF-like domains and two CXXC motifs, which enable binding to cell adhesion molecules and integrins, as well as inducing histone H3K4 methylation and H3K36 demethylation, participating in cell-cell adhesion and epigenetic regulation [37]. Loss-of-function experiments have demonstrated that CRELD1 plays a role in the formation of septa and valves during early embryonic development [38], and contributes to myocardial trabeculation formation and ECM remodeling in later stages [39]. However, since CRELD1 produced by epicardial organoids was secreted outward the chamber, it may not be related to production of other components of the heart, such as the myocardium. Given that Bonaguro *et al* [40] reported that CRELD1 can regulate T-cell proliferation through the WNT pathway, and considering that immune cells are widely distributed in the heart while T cells are present in relatively low numbers [41], we hypothesize that CRELD1 secreted outward by epicardial organoids may be involved in pathogen defense in early fetal stages. Additionally, CRELD1 may serve a lubricating function by remodeling the ECM in the pericardial cavity, located between the epicardium and the parietal pericardium.

There are 22 extracellular matrices existing both in the inner and extra-fluid which are more associated with extracellular exosome, region and space according to GO analysis. The 128 matrix proteins that only shown appearance in the inner-fluid are more likely to be involved in maintenance of structural and electrophysiological characteristics of CMs except the three mentioned above. Moreover, collagens such as COL4A5, COL4A6, COL9A3 and COL22A1 are the most abundant ECM which occupy more than nine out of ten of the cardiac ECM in vivo. The abundance of IV collagen hints the existence of basement membrane. 

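COL9A3, a collagen gene on chromosome 20 of GRCh38 (62816244 to 62841159), stood at 2.62 CPM (95% interval 2.22 to 3.07) in epicardial-lineage cells at d7.5, 4.96 CPM at d9.5 and 46.9 CPM (45.1 to 48.8) at d18.5. The log2 ratio of d18.5 to d7.5 was 4.16 (3.92 to 4.41). COL11A1, which encodes a chain of a fibrillar collagen (chromosome 1, 102876467 to 103108872), had 139 CPM (136 to 142), 156 CPM and 65.0 CPM (62.9 to 67.2) at these time points. Its log2 ratio of d18.5 to d7.5 was -1.10. The chains of basement membrane collagen encoded by COL4A5 and COL4A6 (X chromosome) stood at 151 and 58.5 CPM at d7.5 and at 259 and 125 CPM at d18.5. COL22A1 stood at 8.59 and 46.2 CPM. With every cell thinned to 9000 unique molecular identifiers (UMIs), 1.91, 4.18 and 27.2% of lineage cells at d7.5, d9.5 and d18.5 held a COL9A3 UMI, and 63.3, 66.2 and 36.4% held a COL11A1 UMI. Endocardium-like cells were taken as the background level. Their own expression and doublets are not excluded, so this level need not be free RNA alone. It was 0% (upper limit 5.78), 1.75% (0.363 to 5.04) and 1.30% (0.0329 to 7.02) for COL9A3 at d7.5, d9.5 and d18.5, so COL9A3 is not told apart from background at d7.5 and d9.5, and 21.0% over all time points for COL11A1. Posterior foregut or hepatic epithelium-like cells had 1.90% for either gene. Before thinning, the shares in lineage cells were 6.09, 6.71 and 31.6% for COL9A3 and 86.6, 77.7 and 44.5% for COL11A1. Median depths were 24312, 13714 and 11315 UMIs in lineage cells, 21564.5 in endocardium-like and 34595 in foregut or hepatic-like cells. Thinning left out 0, 443 and 948 lineage cells, 18 endocardium-like and 7 foregut or hepatic-like cells. At d18.5 these were 56 of 754 cells of a cluster with UPK3B and 892 of 3387 other lineage cells. After thinning, COL9A3 was in 60.5% of that cluster and 17.8% of the other lineage cells, so this uneven loss can raise its d18.5 share. Of 26 genes of the subepicardial matrix, 7 were at least 2-fold higher and 3 at least 2-fold lower at d18.5 than at d7.5. Their median log2 ratio was -0.10, above 17.3% of random lists matched on expression. FBLN2 (fibulin-2) was at 3.28 (3.12 to 3.44) and LAMA1 (laminin alpha-1) at -2.90 (-3.13 to -2.67). The median of this list was 0.43 between d9.5 and d7.5, above 99.9% of random lists. Between d18.5 and d9.5 it was 0.095, above 96.7%, with 4 genes at least 2-fold higher and 5 lower. Lineage cells are all cells outside the endocardium-like, foregut or hepatic-like and surface ectoderm-like clusters. Each time point is 1 sample, so no test was made, and the intervals of CPM, shares and ratios of single genes cover counting error only.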

Epicardium specific collagen COL9A3 and COL11A1 [42] was found widely expressed in accord with single-cell transcriptome analysis. As for GFs, we found 212 GFs organoid can secret including TGFB2, IGFBP3 involved in TGF signaling, angiogenesis and focal adhesion (Fig. 2H and I, Additional file 3). These results validate epicardial organoid as in vitro copies of human epicardium based on ECM and GF profiles.

**Fig. 3:**
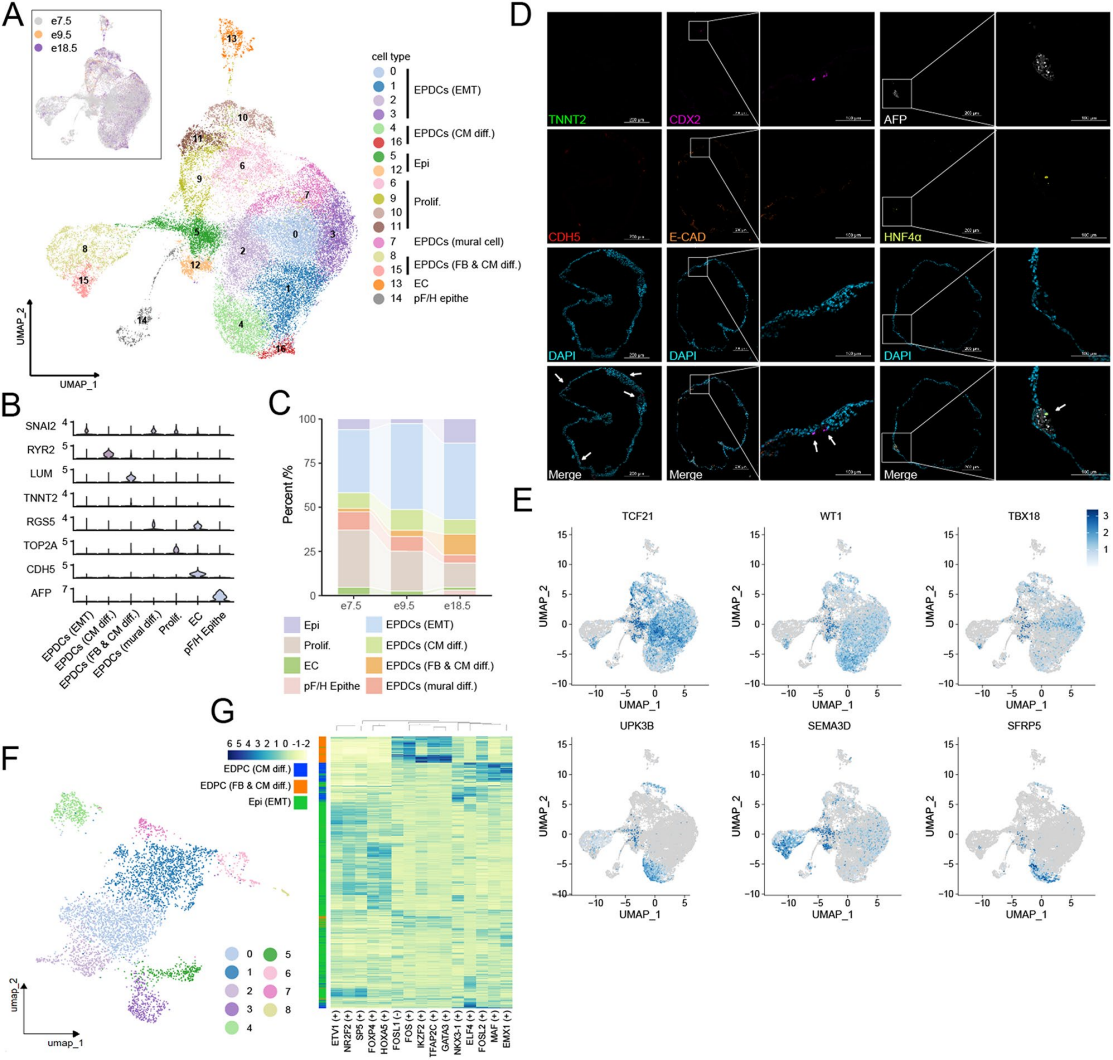
Epicardial organoid with inner heterogeneity. (**A**) UMAP dimensional reduction plot showing the 17 cell clusters obtained by scRNA-seq at d7.5, d9.5 and d18.5; main cell types are annotated. (**B**) Violin plots showing the expression levels of different cell type markers. (**C**) Stream flow plot for cell number percent of different cell type. (**D**) Immunofluorescence label for TNNT2 (CM), CDH5 (EC), CDX2, AFP, and HNF4α (pF/H Epithe). (**E**) Feature plot of canonical epicardial markers. (**F**) Nine subclusters analyzed from c5 and c12. (**G**) Heatmap of differential TF sets between EPDC (CM diff.), EPDC (CM diff.) and Epi (EMT)

### ScRNA-seq profiling of epicardioids

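Organoids of the human embryonic stem cell line H9 were sequenced as single cells at d7.5, d9.5 and d18.5, and genes were counted per barcode with Cell Ranger as UMIs. The labels list 2, 2 and 4 libraries, but the barcodes carry no library mark, so each of the 3 time points is 1 sample. The matrices hold 3242881, 3184461 and 2284569 barcodes with 104983620, 136767735 and 101444299 UMIs in all. Most barcodes are empty droplets, so a barcode was taken as a cell when its UMIs reached 10% of the 99th percentile of the top barcodes, which put the minimum at 11143.2, 6405.4 and 7205.2 UMIs. Of the 2528, 6773 and 4999 cells so called, the paper's filter (300 to 9000 genes, at most 25% mitochondrial and 50% ribosomal UMIs) kept 2290, 6651 and 4937, in all 13878. Of the rest, 238, 122 and 60 cells had over 9000 genes and 2 cells at d18.5 had too many mitochondrial UMIs. The paper's filter alone kept 4289, 11295 and 9819 barcodes, in all 25403. Kept cells held 58.45, 77.89 and 72.61% of all UMIs, with a median of 24507.5, 13962 and 11868 UMIs and 6240, 4868 and 4148 genes per cell. Cells of all time points were clustered together with scanpy (counts per 10000, 2000 variable genes, 30 components, 20 neighbours, Leiden at resolution 0.8) without mitochondrial, ribosomal or listed marker genes. A cluster was named when at least 3 listed markers of a class were detected in at least 10% of its cells and were 2-fold above the other cells. No other class could hold more of its 10 leading genes. The markers were fixed beforehand and these thresholds after the clusters were seen. Lineage cells numbered 2200, 6259 and 4141, which is 90.8% of kept cells. They are a remainder, and 8408 of them lay in unnamed clusters. The only cluster named epicardium held 754 cells, all of d18.5. At d7.5 and d9.5, 74.1 and 81.6% of kept cells were unnamed, so lineage cells there were not identified as epicardium. Sums of counts carry exact Poisson intervals and shares exact binomial (Clopper-Pearson) intervals. Thinning for shares of cells left out 0, 454 and 1020 kept cells. The doublet caller Scrublet marked 4 cells, which is too few for a working call, and doublets were kept.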

We further interrogate the transcriptomic landscape of epicardioids at d7.5, d9.5 and d18.5 by scRNA-seq. We use unsupervised clustering to identify 17 cell clusters. According to gene expression patterns combined with RNA velocity analysis (Supplementary Fig. 2A), we designate these 49,716 cells into 8 types (Fig. 3A) which revealed strong associations with intercellular junctions such as TJ, AJ, and ECM (Supplementary Fig. 2B). 

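The junction genes CDH1 (E-cadherin) and CLDN6 (a claudin of tight junctions) were concentrated in a cluster that also expressed LUM and TNC at d18.5, at 73.4 CPM (69.1 to 77.9) and 966 CPM (950 to 982). Lineage cells of that time point had 3.08 and 5.78 CPM. Within lineage cells, CDH1 was higher at d18.5 than at d7.5 by a log2 ratio of 2.36 (1.83 to 2.93) and CLDN4 by 2.04 (1.4 to 2.72), both at low levels. CLDN6 was lower, at -1.15 (-1.34 to -0.95). TJP1, which anchors tight junctions to actin, stood at 103, 116 and 96.0 CPM at d7.5, d9.5 and d18.5. Over 16 genes of tight and adherens junctions the median log2 ratio was 0.55, above 99.2% of random lists matched on expression. In this list 4 genes were at least 2-fold higher (CDH1, CLDN4, CLDN3 from 3 to 15 counts and CRB3 from 10 to 35) and 1 was at least 2-fold lower. Some markers of other cell types rose in lineage cells as well, with an AFP UMI in 0.318% of thinned cells at d7.5 and 6.48% at d18.5 and a GABRP UMI in 0.227 and 2.44% (0.318 and 8.23%, and 0.409 and 3.77%, before thinning), whereas CDH5 went from 0.545 to 0.219% (1.36 to 0.217% before). Endocardium-like cells of d18.5 held them in 5.19 and 3.90%, so RNA of other cells is not excluded for junction genes at low levels. Of 17 clusters, 9 could be named from the marker lists and 8 could not.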

Except for a few endocardium (EC, cluster 13: *CDH5*,* PECAM1*,* TIE1*,* TEK*. 1.6%) and posterior foregut or hepatic epithelium (pF/H Epithe, cluster 14: *AFP*,* HNF4A*,* FOXA2.* 3.08%), all the others are epicardium and its progenitors as well as derivations comprising 95.32% of the total (Fig. 3A-D) expressing pan epicardial markers (*TCF21*, *WT1*,* TBX18*,* SEMA3D)* among which *WT1*^*+*^*TCF21*^*+*^*TBX18*^*+*^ cells were shown to be restricted to the epicardial layer of the ventricular walls [43]. Among them, *UPK3B* and *SFRP5* were enriched in c4, while *SEMA3D* in c5 and c8. 

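CDH5, the cadherin of endothelial junctions (chromosome 16 of GRCh38, 66366622 to 66404786), marked a cluster of 328 endocardium-like cells at 237 CPM (227 to 248) against 0.455 CPM in lineage cells. PECAM1 (140 against 0.225 CPM), TIE1 (176 against 0.493) and TEK (143 against 4.45) were concentrated there as well. AFP, the fetal serum albumin homologue (chromosome 4, 73431138 to 73456174), stood at 6218 CPM (6140 to 6296) in a cluster of 112 foregut or hepatic epithelium-like cells against 3.74 CPM in lineage cells. The transcription factors HNF4A and FOXA2 stood at 72.1 CPM (63.9 to 81) and 41.9 CPM (35.7 to 48.8) there. Endocardium-like cells made up 2.36% of cells (2.12 to 2.63) and foregut or hepatic-like cells 0.807% (0.665 to 0.970), which left 96.8% (96.5 to 97.1) outside both. By time point, the first made up 2.71, 2.65 and 1.82%, and the second 0.131, 0.180 and 1.96% (1.60 to 2.39 at d18.5). TBX18, a T-box factor of the epicardium (chromosome 6, 84687351 to 84764519), stood at 21.8, 24.6 and 25.0 CPM in lineage cells at the 3 time points. Its UMI was in 15.1, 15.5 and 17.1% of thinned lineage cells (30.9, 23.0 and 21.0% before thinning) against 4.52% of endocardium-like cells. Cells with a UMI of WT1, TCF21 and TBX18 together were 1.00% (0.628 to 1.51), 1.55% (1.25 to 1.90) and 2.79% (2.24 to 3.42) of thinned lineage cells. The product of the single shares gives 1.11, 1.49 and 3.45%, of which the last lies above the interval. This share depends on depth. Over all time points it was 1.79%, and 6.01% at 18000 UMIs per cell. With the cell filter of the paper alone, foregut or hepatic-like cells were 1.57% of cells and the thinning depth was 1500 UMIs, at which 0.0177% of cells held all 3 genes.

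**Figure D1:**
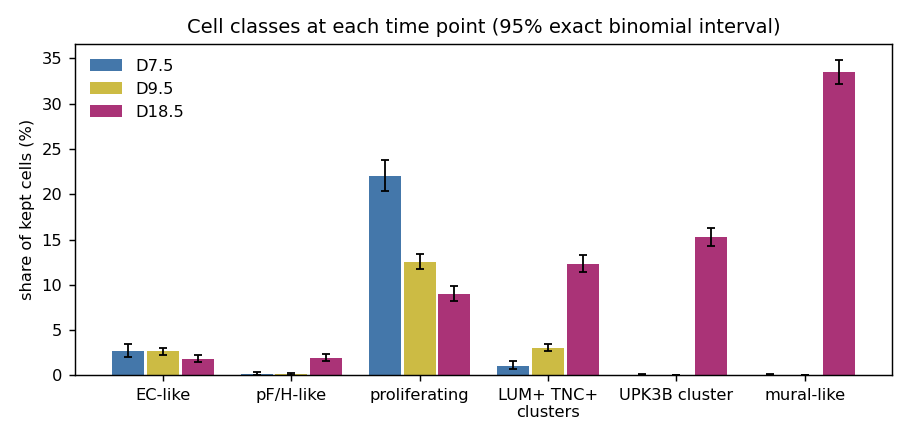
Share of kept cells in percent (vertical axis, from 0) of endocardium-like, foregut or hepatic epithelium-like and proliferating cells, of the clusters with LUM and TNC, of the cluster with UPK3B and of mural-like cells, with a bar for each of d7.5, d9.5 and d18.5. Error bars are 95% exact binomial intervals over cells of 1 sample per time point; the bars of foregut or hepatic-like cells reach 0.131, 0.180 and 1.96%.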

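UPK3B, which encodes a uroplakin of the mesothelial surface (chromosome 7 of GRCh38, 76510428 to 76516521), stood at 201 CPM (194 to 209) in a cluster of 754 cells, all of d18.5, and at 1.36 CPM (1.02 to 1.76) in the other lineage cells of d18.5. SFRP5, a secreted WNT antagonist (chromosome 10, 97766751 to 97771952), was concentrated in that cluster too, at 102 CPM (96.8 to 108) against 4.24 CPM (3.64 to 4.92). SEMA3D, a secreted guidance factor (chromosome 7, 84995553 to 85186855), was lower there, at 9.76 CPM (8.13 to 11.6) against 17.4 CPM (16.2 to 18.7), and reached 148 CPM (138 to 158) and 157 CPM (151 to 164) in the early and the d18.5 cluster with LUM and TNC. Counted without clusters, the 562 lineage cells of d18.5 that held a UPK3B UMI had a log2 ratio of 3.93 (3.75 to 4.11) for SFRP5 and -0.88 (-1.20 to -0.57) for SEMA3D to the 3579 cells that held none. After thinning, 54.9% of cells in the clusters with LUM and TNC (71.7% before) and 6.86, 9.51 and 10.5% of lineage cells at d7.5, d9.5 and d18.5 (15.0, 13.9 and 13.2% before) held a SEMA3D UMI. Endocardium-like cells had 8.19% (4.55 to 13.4) at d9.5 and 6.49% (2.14 to 14.5) at d18.5 and foregut or hepatic-like cells 17.1% over all time points, so SEMA3D in the lineage as a whole is not told apart from background at these time points. The d18.5 cluster with LUM and TNC also had UPK3B at 24.1 CPM (21.6 to 26.7), and over both of these clusters 14.0% of thinned cells (11.6 to 16.6; 27.4% before) held its UMI. None of these genes took part in the clustering.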

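WT1, a zinc finger factor of the epicardium (chromosome 11 of GRCh38, 32387775 to 32435630), stood at 58.7 CPM (56.7 to 60.7), 112 CPM (109 to 114) and 82.3 CPM (79.9 to 84.8) in lineage cells at d7.5, d9.5 and d18.5. TCF21, a helix-loop-helix factor (chromosome 6, 133889138 to 133895553), stood at 35.6, 29.4 and 115 CPM (112 to 118 at d18.5). In the d18.5 cluster with LUM and TNC, WT1 was at 4.40 CPM (3.39 to 5.62) and TCF21 at 8.31 CPM (6.90 to 9.94). After thinning, 29.6, 48.4 and 41.6% of lineage cells held a WT1 UMI and 24.7, 19.8 and 48.5% a TCF21 UMI, while in the clusters with LUM and TNC 5.90% held WT1 and 5.00% TCF21. Within d18.5, the cluster with UPK3B had more WT1 (174 CPM, 167 to 182, against 53.6 CPM in the other lineage cells) and less TCF21 (56.3 CPM, 52.3 to 60.6, against 133 CPM). Endocardium-like cells held a WT1 UMI in 11.3, 22.8 and 6.49% of cells and a TCF21 UMI in 6.45, 9.94 and 9.09%, below the lineage at each time point, and the shares in the LUM and TNC clusters are no higher than these. Foregut or hepatic-like cells held WT1 in 0 of 105 cells (upper limit 3.45%) and TCF21 in 2.86%. The unthinned shares in lineage cells were 47.2, 58.5 and 46.6% for WT1 and 46.5, 29 and 56.3% for TCF21. The clusters with LUM and TNC had a median of 21783 UMIs and lost 58 cells to thinning.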

*TCF21* and *WT1* were widely expressed in the epicardial cluster except c8 (Fig. 3E). Cells expressing different gene sets exhibit varying differentiation tendencies. In the early stages of mouse and chicken embryos, *SCX*^+^ cell populations tend to differentiate to the endocardium, while *SEMA3D*^+^ cells contribute to the sinus venosus endothelium, and both of them participate in the formation of coronary vascular endothelium at later stages [44]. In zebrafish, co-expression of *TBX18*,* ACTA2*,* MYLKA*, and *SEMA3FB* promotes smooth muscle differentiation, whereas *TCF21*,* TBX18*,* WT1B*, and *TGM2B* maintain the integrity of the epicardium [45]. Different gene expression patterns may also indicate distinct developmental stages. During epicardium EMT, cell markers shift from *WT1*^*high*^*/TCF21*^*high*^ to *WT1*^*low*^*/TCF21*^*high*^. This suggests that gene expression differences do not reflect cellular heterogeneity but instead explain the transition of developmental states during ontogeny at some times [20]. Here, three genes (*UPK3B*,* SFRP5*,* SEMA3D*) were enriched in different clusters. High expression of *SEMA3D* may represent differentiation tendency to endothelium. While mesothelial gene *UPK3B* and embryonic epicardial gene *SFRP5* exhibit high expression in the epicardium of embryonic hearts at 9 PCW [41], and PEO has largely disappeared by 4 PCW, expression of these two genes may represent a developmental process, but the exact stage cannot be determined. 

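In lineage cells UPK3B stood at 2.69 CPM (2.29 to 3.15) at d7.5, 2.34 CPM (2.05 to 2.67) at d9.5 and 49.0 CPM (47.2 to 50.9) at d18.5, a log2 ratio of 4.19 (3.95 to 4.43) between the last and the first. After thinning, a UPK3B UMI was found in 1.64, 1.36 and 13.5% of lineage cells, and at d18.5 in 59.0% (55.3 to 62.7) of the cluster with UPK3B and 0.762% of the other lineage cells. Endocardium-like cells held one in 0.968% (0.200 to 2.80), an interval that takes in the shares of d7.5 and d9.5. Early UPK3B counts were not spread evenly, with 10.4 CPM (9.12 to 11.9) in a cluster of d7.5 and d9.5 cells that also had high WT1. WT1 had a log2 ratio of 0.49 (0.42 to 0.55) between d18.5 and d7.5 and TCF21 one of 1.69 (1.61 to 1.76). TCF21 was lower at d9.5 than at d7.5 (-0.28, -0.36 to -0.19) and rose only after d9.5 (1.96, 1.90 to 2.03). Over 8 canonical epicardial markers the median log2 ratio was 0.62, above 99.8% of random lists, with 3 at least 2-fold higher and SFRP5 at least 2-fold lower. SCX, counted as higher at 1.27, is not told apart from background, nor is SEMA3D (0.76) at d9.5 and d18.5. The unthinned shares of UPK3B were 4.45, 2.92 and 13.6%. At d18.5 thinning left out 56 of 754 cells of the cluster with UPK3B but 892 of 3387 other lineage cells. The thinned share of lineage cells at d18.5 therefore weighs that cluster more.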

*UPK3B* is widely expressed in cluster 4 at e18.5, whereas genes such as *WT1* and *TCF21* show high expression as early as e7.5. Combining time-course transcriptome and RNA velocity analysis, cluster 4 most likely represents a later developmental stage of epicardial development.

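PTGDS, a prostaglandin synthase, showed the largest log2 ratio of d18.5 to d7.5 in lineage cells, 7.83 (7.08 to 8.70), among genes with at least 50 CPM at either time point. It was followed by the sulfatase SULF1 (6.59), PDE1A (6.34), the matrix gene COL6A3 (5.93, 5.52 to 6.37), SPARCL1, LGALS3, SGCD, C1QL1, SORCS3, SMOC1, RERG and the growth factor HGF (4.27, 4.05 to 4.49). In the other direction, HOXB1, a HOX gene of the anterior body axis, was at -10.90 (-13.95 to -9.05) with 2 counts left at d18.5, and DHRS3, a retinaldehyde reductase, at -7.47 (-7.86 to -7.12). WFIKKN1, MOXD1, ALPL, FST, CRABP2 (-4.29, -4.35 to -4.22), KCTD16, TECRL, SHISA2, NMU and HMGA1 (-3.14) made up the rest of the lower side. Over 12 genes of the dissociation stress response the median log2 ratio was 0.91, with 5 at least 2-fold higher, such as FOSB at 2.85, and ATF3 at -1.16 (-1.43 to -0.90), a signal that cell preparation can set. The cluster with UPK3B held cells of d18.5 alone, as did the d18.5 cluster with LUM and TNC, the mural-like cluster, a proliferating cluster and an unnamed cluster of 1280 cells. The median gene had a log2 ratio of -0.0096 between d18.5 and d7.5, 0.22 between d9.5 and d7.5 and -0.25 between d18.5 and d9.5, shifts that were close to 0 under median-of-ratios scaling.

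**Figure D2:**
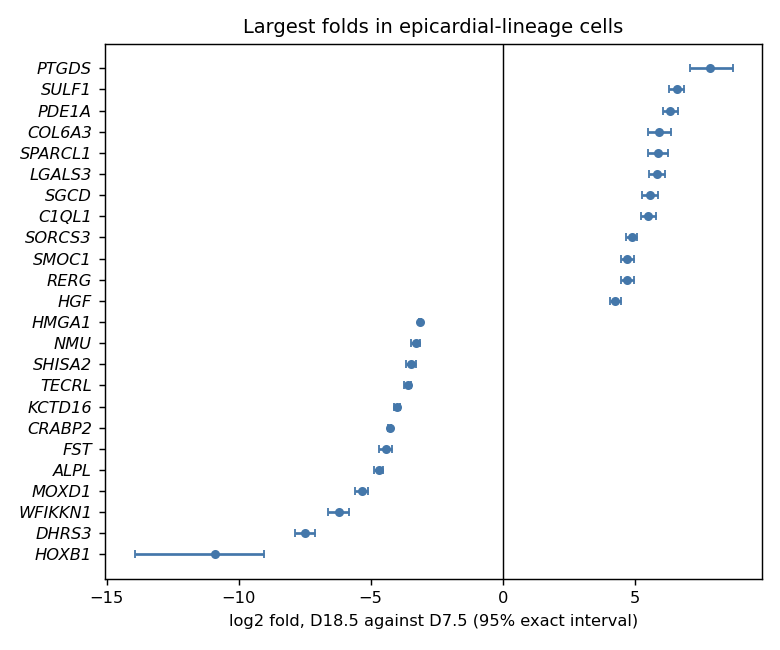
Log2 ratio of CPM of d18.5 to d7.5 in epicardial-lineage cells (horizontal axis) for the 12 genes with the largest ratio in each direction, with 95% counting intervals. PTGDS lies at 7.83 and HOXB1 at -10.90; each time point is 1 sample.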

Specialization of the minority of posterior foregut or hepatic epithelium may be caused by the absence of RA during PE activation manipulated by WNT inhibition and BMP4 activation (d1.5 ~ d3.5) [46]. EC were also be validated by immunofluorescence showed in Fig. 3D and by TEM given the tight junction, adherens junction and ciliary tracts observed inside the organoid (Fig. 2F). The very few endodermal cells may be absent in some of epicardial organoids stained with AFP, CDX2 and HNF4A antibodies. Cluster 6, 9, 10 and 11 showed highly expression of proliferative markers including *TOP2A* and *MKI67* (Fig. 3D). 

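TOP2A, the topoisomerase of chromosome segregation (chromosome 17 of GRCh38, 40388516 to 40417950), stood at 128 CPM (125 to 131), 105 CPM (103 to 107) and 65.8 CPM (63.7 to 68.0) in lineage cells at d7.5, d9.5 and d18.5. MKI67, which encodes a coat protein of mitotic chromosomes (chromosome 10, 128096659 to 128126385), stood at 63.5, 55.6 and 31.1 CPM, and both genes were thus lowest at d18.5. In the proliferating cluster of d18.5 TOP2A reached 383 CPM and MKI67 177 CPM. Proliferating clusters held 22.0% (20.3 to 23.8), 12.6% (11.8 to 13.4) and 9.01% (8.23 to 9.85) of cells at the 3 time points, in all 1784 cells. Different clusters hold the early and the late proliferating cells, and the share at d9.5 was 21.6% with the cell filter of the paper alone. Free of clusters, 30.0% (28.2 to 32), 25.5% (24.4 to 26.6) and 17.8% (16.7 to 19.1) of thinned cells held a TOP2A or MKI67 UMI, against 40.5, 29.9 and 18.8% before thinning. No cell type here lacks the genes, since 31.3% of endocardium-like and 24.8% of foregut or hepatic-like cells held a TOP2A UMI, so free RNA was not measured for these shares.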

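MOXD1, a monooxygenase gene of migrating mesenchyme (chromosome 6 of GRCh38, 132296055 to 132401545), stood at 96.8 CPM (94.3 to 99.3) in lineage cells at d7.5, 67.1 CPM at d9.5 and 2.38 CPM (1.99 to 2.83) at d18.5, with 133 CPM (128 to 138) in a cluster of 1022 cells mainly of d7.5. ZEB2, a repressor of epithelial genes (chromosome 2, 144364364 to 144524583), ran the other way, with 83.4, 113 and 367 CPM (362 to 372 at d18.5). It was at 573 CPM in the mural-like cluster of d18.5 and at 30.0 CPM in the cluster with UPK3B, where the EMT factor TWIST1 was also low (49.8 CPM against 378 CPM in mural-like cells). Across lineage cells TWIST1 stood at 276, 334 and 232 CPM, SNAI1 at 35.9, 20.6 and 17.7 CPM and the matrix protease MMP11 at 51.3, 57.3 and 23.7 CPM. SNAI2, a paralogue of SNAI1, stood at 85.9, 99.9 and 88.4 CPM. No cluster was named EMT mesenchyme. The early cluster of 1022 cells passed for SNAI1 and MOXD1 alone, and the mural-like cluster passed for ZEB2, PRRX1 and CDH11 but for more mural markers.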

Cluster 0, 1, 2 and 3 were classified as epicardium-derived cells (EPDCs) that undergoing EMT (*MOXD1*,* MMP11*,* TWIST1*,* SNAI1*,* ZEB2*). 

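LUM, which encodes the collagen-binding lumican (chromosome 12 of GRCh38, 91102629 to 91111831), stood at 460 CPM (450 to 472) in a d18.5 cluster of 609 cells against 31.0 CPM (29.5 to 32.5) in lineage cells of d18.5. TNC, the matrix gene tenascin C (chromosome 9, 115019578 to 115118257), stood at 235 CPM (228 to 243) against 1.83 CPM. The cardiac factor HAND1 (chromosome 5, 154474972 to 154478264) stood at 559 CPM (547 to 571) against 21.2 CPM, and TNNT2, the cardiac troponin T gene (chromosome 1, 201359008 to 201377762), at 71.0 CPM (66.7 to 75.4) against 11.1 CPM. An early cluster of 229 cells had LUM at 97.6 CPM (90.1 to 106) and TNC at 61.6 CPM (55.6 to 68.0), with HAND1 at 318 CPM and TNNT2 at 6.76 CPM (4.89 to 9.10). Of other fibroblast genes at d18.5, DCN stood at 1205 CPM against 293 CPM in the lineage and FBLN1 at 246 against 138 CPM. The reverse held for COL1A1 (145 against 481 CPM), POSTN (13.3 against 57.0 CPM) and PDGFRA (28.9 against 348 CPM). The same clusters expressed genes of amnion or surface ectoderm, with GABRP at 1126 CPM (1109 to 1144) against 3.27 CPM, TFAP2A at 130 against 0.905 CPM and GATA3 at 148 CPM at d18.5. They passed for 11 and 10 of 15 such markers and are named amnion or surface ectoderm-like. After thinning, 70.5% of the cells of both clusters held a LUM UMI (80.3% before), 51.7% a TNC UMI (65.3% before) and 28.6% a TNNT2 UMI, against 3.55, 0.968 and 3.55% of endocardium-like cells. In nearly empty droplets of d18.5 LUM stood at 97.1 CPM and GABRP at 180 CPM, so free RNA carries both.

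**Figure D3:**
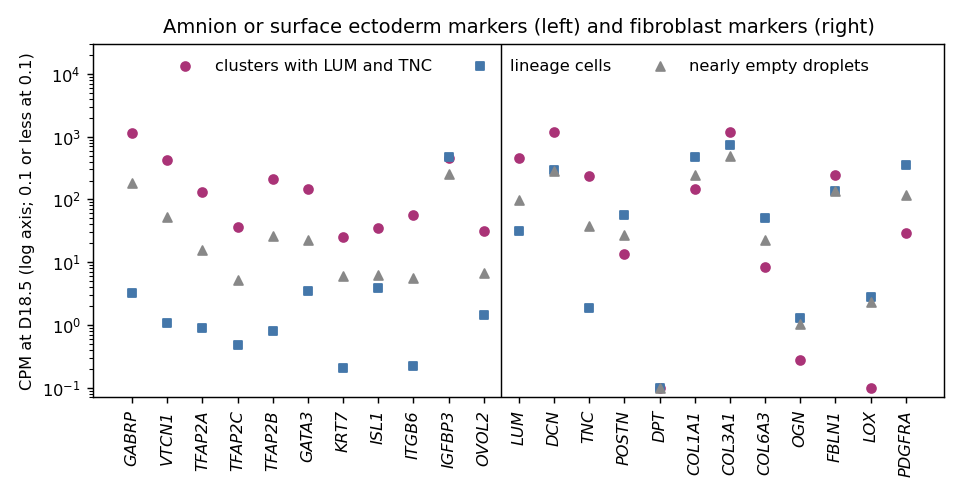
CPM at d18.5 on a log axis (vertical) of amnion or surface ectoderm markers (left) and fibroblast markers (right) in the cluster with LUM and TNC (circles), in lineage cells (squares) and in nearly empty droplets (triangles); values at or below 0.1 are drawn at 0.1. GABRP lies at 1126 CPM in the cluster and 3.27 CPM in lineage cells, PDGFRA at 28.9 and 348 CPM.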

Markers indicating fibroblasts (FB) such as *LUM* and *TNC* as well as low CM marker (*HAND1*,* TNNT2*) expression were found in cluster 8 and 15. 

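PDGFRB, a receptor of pericytes and their precursors (chromosome 5 of GRCh38, 150113837 to 150155872), stood at 9.81 CPM (9.02 to 10.6) in lineage cells at d7.5, 19.2 CPM at d9.5 and 46.1 CPM (44.3 to 47.9) at d18.5. RGS5, a regulator of G protein signaling in pericytes (chromosome 1, 163111121 to 163321791), stood at 8.69 CPM (7.95 to 9.48), 9.27 CPM and 145 CPM (142 to 148). A mural-like cluster of 1654 cells, all of d18.5 and 33.5% of that time point, had RGS5 at 239 CPM (232 to 246) and PDGFRB at 57.5 CPM (54.1 to 61.0). An unnamed cluster of d18.5 had as much PDGFRB (63.6 CPM, 59.6 to 67.8) with RGS5 at 75.6 CPM. ACTA2 and TAGLN, contractile genes of smooth muscle, were at 66.0 and 78.5 CPM in the mural-like cluster against 41.4 and 54.2 CPM in all lineage cells of d18.5. MYH11, the myosin of mature smooth muscle, had 10 counts there (0.525 CPM), CSPG4 1.99 CPM and NOTCH3 35.4 CPM. The name rests on 4 of 12 mural markers.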

EPDCs could also give rise to mural cells marked by *PDGFRB* and *RGS5* (cluster 7). 

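PODXL, a sialomucin of mesothelium (chromosome 7 of GRCh38, 131500262 to 131558217), stood at 293 CPM (283 to 302) in the cluster with UPK3B at d18.5. The atrial myosin light chain gene MYL7 (chromosome 7, 44138864 to 44141332) stood at 80.3 CPM (75.5 to 85.3) there and the calcium channel gene RYR2 (chromosome 1, 237042205 to 237833988) at 442 CPM (431 to 454). An unnamed cluster of 1064 cells of d7.5 and d9.5 had PODXL at 286 CPM, MYL7 at 164 CPM (159 to 169) and RYR2 at 546 CPM. In lineage cells as a whole these genes stood at 76.9, 21.2 and 140 CPM at d18.5 and 56.3, 69.1 and 80.6 CPM at d7.5. At d18.5, cells with a UPK3B UMI had log2 ratios of 4.20 (4.09 to 4.31) for PODXL, 4.15 (3.94 to 4.37) for MYL7 and 2.74 (2.67 to 2.81) for RYR2 to cells without one, and at d7.5 2.70, 2.23 and 1.70. Sarcomere genes were divided in the cluster with UPK3B. TNNT2 stood at 42.5 CPM (39.0 to 46.2) against 1.28 CPM in other lineage cells of d18.5, TNNI3 at 71.1 against 16.4 CPM and TNNI1 at 377 against 114 CPM. ACTN2 stood at 2.09 against 2.13 CPM and the titin gene TTN was lower there than in the other lineage cells. MYH6 and NKX2-5 had 0 counts there, where 3 counts would be 0.232 CPM.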

Cluster 4 and 16 exhibited an expression program alike to CM or SMC specific genes such as *PODXL*,* MYL7*,* RYR2*. 

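SFRP2, a secreted modulator of WNT signaling (chromosome 4 of GRCh38, 153780592 to 153789120), stood at 43.6, 104 and 393 CPM (388 to 398 at d18.5) in lineage cells at d7.5, d9.5 and d18.5, a log2 ratio of 3.17 (3.11 to 3.23) between d18.5 and d7.5. WNT2B, a canonical ligand (chromosome 1, 112466541 to 112530165), was highest at d9.5, with 15.6, 34.3 and 14.6 CPM. TFPI2, a protease inhibitor gene (chromosome 7, 93885396 to 93890991), was lowest there, with 23.6, 11.3 and 19.1 CPM. The antagonist DKK1 was higher at d18.5 than at d7.5 by a log2 ratio of 3.82 (3.74 to 3.90), with WNT9A at 1.61 and RSPO3 at 1.19, whereas the receptor FZD7 was at -2.29 and the ligand hydrolase NOTUM at -1.15. The transcriptional targets LEF1 (143, 213 and 90.2 CPM) and AXIN2 (14.1, 16.9 and 17.7 CPM) followed different orders over time. Over 22 genes of the WNT pathway the median log2 ratio was -0.14, above 14.7% of random lists, with 4 genes at least 2-fold higher and 3 at least 2-fold lower. The steps within this span went opposite ways. Between d9.5 and d7.5 the median was 0.34, above 96.4% of random lists, with 4 genes at least 2-fold higher and 2 lower. Between d18.5 and d9.5 it was -0.49, above 1.29%, with 2 higher and 5 lower.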

The in vitro model also expressed several epicardial WNT signaling genes, such as *SFRP2*, *WNT2B* and *TFPI2*. The universal expression of human fetal epicardium genes (*SFRP2* [47], *SFRP5* [48], *COL9A3* [49], *TNNT1* [49], *TGB3* [50]) and angiogenic genes (*VEGFA*,* CXCL14* [51], *SLIT3* [49, 52]) implies epicardium of epicardial organoid resembles that of human fetal rather than adult heart epicardium. These features augment the regeneration ability of epicardium when used as the alternative way for heart healing [49].

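SFRP5 stood at 68.5 CPM in lineage cells at d7.5, 32.9 CPM at d9.5 and 27.6 CPM at d18.5. Its log2 ratio of d18.5 to d7.5 was -1.31 (-1.4 to -1.23), unlike the other fetal epicardium genes, which were higher. TNNT1, the slow skeletal troponin T gene (chromosome 19 of GRCh38, 55132794 to 55149354), stood at 46.0, 76.0 and 135 CPM, a log2 ratio of 1.55 (1.49 to 1.61). The 4 measured genes of the fetal list had a median of 2.36. VEGFA, the main angiogenic growth factor (chromosome 6, 43770184 to 43786487), stood at 32.7, 28.1 and 22.9 CPM, a log2 ratio of -0.51. SLIT3, a guidance ligand gene (chromosome 5, 168661733 to 169301129), stood at 33.5, 87.3 and 40.5 CPM, a ratio of 0.27. The chemokine gene CXCL14 was higher at d18.5 than at d7.5, with a log2 ratio of 1.91 (1.88 to 1.95), and the 3 angiogenic genes had a median of 0.27, above 86.1% of random lists. No gene is named TGB3 in the annotation and it was left out. Adult heart tissue was not analysed here.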

C5 and c12 were extracted and re-clustered to obtain 9 subclusters (Fig. 3F). Among them, c8 co-expressed epicardium canonical markers (*WT1*,* TCF21*,* TBX18*,* SEMA3D*,* SCX*,* ALDH1A2*^*hi*^, *UPK3B*^*hi*^), but the expression level was moderate, and these cells accounted for only 0.7584% (36/4747). In addition to *TCF21* and *WT1*, the other epicardium markers may be inclined to repulsively expressed. These features verified the heterogeneity of epicardium which is associated with spatial cell location [45] and developing process [20]. 

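ALDH1A2, the enzyme that makes retinoic acid in the epicardium (chromosome 15 of GRCh38, 57953424 to 58497866), stood at 20.0, 18.4 and 23.9 CPM in lineage cells at d7.5, d9.5 and d18.5 and at 38.8 CPM (35.4 to 42.3) in the cluster with UPK3B. After thinning, 13.8, 12.7 and 14.8% of lineage cells and 21.2% of that cluster held its UMI (27.5, 17.4 and 18.5% of lineage cells before thinning). Endocardium-like cells held it in 1.61, 9.36 (5.44 to 14.7) and 5.19%, which puts the share at d9.5 within the background. SCX, a helix-loop-helix factor of tendon and proepicardium (chromosome 8, 144266560 to 144268481), stood at 2.30, 5.42 and 5.56 CPM. Its UMI was found in 2.14, 4.56 and 4.67% of lineage cells (5.45, 7.38 and 6.67% before thinning), against 4.84, 4.09 and 5.19% of endocardium-like cells, so SCX is not told apart from background. Of 12600 lineage cells, 3 held a UMI of all 7 genes (WT1, TCF21, TBX18, SEMA3D, SCX, ALDH1A2 and UPK3B), each at d18.5. Among 11209 thinned lineage cells 1 did, which is 0.00892% (0.000226 to 0.0497), and the product of the single shares gives 4.9e-05%. These counts are over all lineage cells, a wider group than the subclusters of the study, so no direction is read between the shares.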

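UPK3B and SFRP5 shared cells at d18.5 more often than chance: 118 thinned lineage cells held both against 25.0 expected, a log2 odds ratio of 3.92. WT1 and UPK3B did so too (313 cells against 179 expected, 2.19), whereas TCF21 and UPK3B (123 against 209, -1.41) and SEMA3D and UPK3B (24 against 45.1, -1.07) shared fewer. ALDH1A2 and UPK3B stood at -1.95 at d7.5 on 1 shared cell against 4.97 expected, and at 0.74 at d18.5. Over the 28 pairs of 8 markers the median log2 odds ratio was 0.27, 0.25 and -0.07 at d7.5, d9.5 and d18.5, and 11, 6 and 15 pairs lay below 0. Of the 15 pairs without WT1 and TCF21, 4, 4 and 8 lay below 0, with medians of 0.52, 0.32 and -0.15. No interval was computed for single pairs, and some rest on few cells or on SCX, which is not told apart from background. The cells are all lineage cells, a wider group than the subclusters of the study, and leave out the clusters with LUM and TNC. Each odds ratio had 0.5 added to every count, and free RNA, which pulls ratios toward 0, was not removed.

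**Figure D4:**
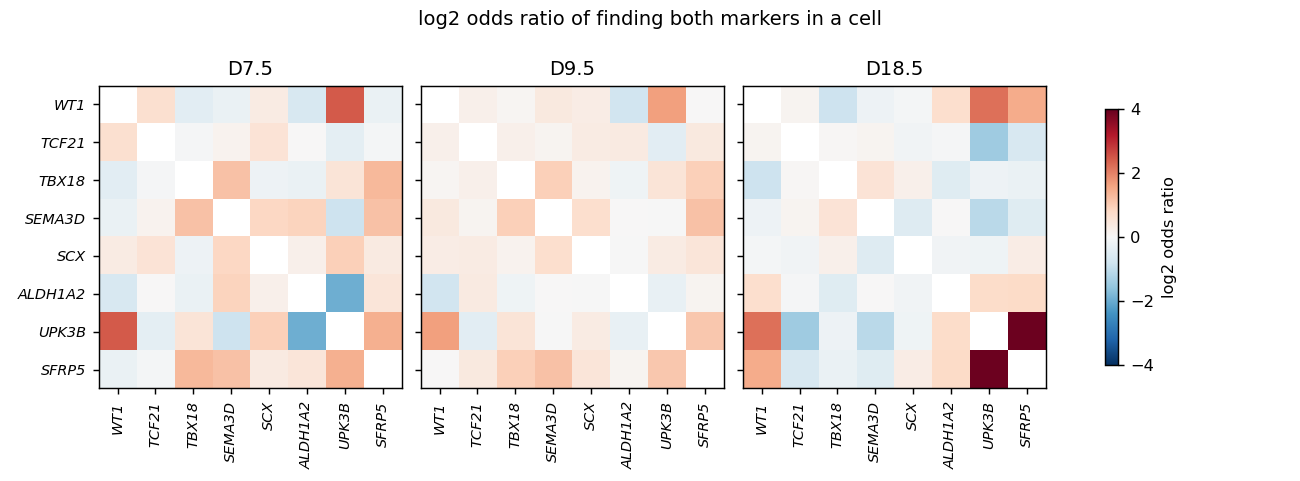
Log2 odds ratio of finding UMIs of both genes in a thinned lineage cell, for 28 pairs of 8 epicardial markers (both axes) at d7.5, d9.5 and d18.5. The colour runs from -4 to 4 with the diagonal blank; UPK3B with SFRP5 at d18.5 is at 3.92 and TCF21 with UPK3B at -1.41.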

There is controversy as to whether heterogeneity of epicardium originates from the PEO stage [20, 53]. Here, scRNA-seq results showed cellular differentiation of classical epicardium markers appeared at early timepoint, e.g. d7.5 and d9.5, that is, cellular heterogeneity exists in PEO, and PEO-derived epicardium carried this heterogeneity. 

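Markers already differed between cells at d7.5 and d9.5. In the unnamed cluster of 1064 early cells WT1 stood at 211 CPM (205 to 217) and the mesothelial factor BNC1 at 220 CPM (214 to 226). TCF21 was at 24.5 CPM and ALDH1A2 at 3.99 CPM (3.20 to 4.92). In another early cluster of 268 cells SFRP5 stood at 178 CPM (167 to 189), the cardiac T-box gene TBX5 at 155 CPM (145 to 166) and ALDH1A2 at 48.2 CPM (42.6 to 54.4). WT1 was at 23.2 CPM (19.3 to 27.6) and TNNT2 at 58.8 CPM. TBX18 and SFRP5 shared 138 cells at d7.5 against 84.6 expected, with log2 odds ratios of 1.28, 0.94 and -0.27 at d7.5, d9.5 and d18.5. SEMA3D with SFRP5 stood at 1.17, 1.16 and -0.50, and TBX18 with SEMA3D at 1.17, 0.95 and 0.56. An SFRP5 UMI was found in 25.4, 13.4 and 5.79% of thinned lineage cells (40.0, 17.6 and 6.23% before thinning) and in 3.23, 12.9 (8.24 to 18.8) and 0% of endocardium-like cells, so the share of the lineage as a whole at d9.5 is not told apart from background. The first of these clusters held 8.03 and 13.2% and the second 4.37 and 2.53% of cells at d7.5 and d9.5. Both stayed unnamed, and each passed for only 3 of 16 epicardium markers. In the first, cardiomyocyte markers held 2 of the 10 leading genes and epicardium markers 0. In the second, 3 of 12 cardiomyocyte markers passed, a tie in number. From the differences between cells at d7.5 and d9.5, the paper concludes that heterogeneity exists in the PEO and that the epicardium derived from it carries this heterogeneity.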

Cell number of subclasses c3, c5, and c8 plunged at d18.5, and instead significantly increased with *CXCL14*^*hi*^*IGFBP3*^*hi*^*SFRP2*^*hi*^ cell populations which are the members of IGF and WNT signalling pathways (Supplementary Fig. 2C-E). 

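CXCL14 (chromosome 5 of GRCh38, 135570679 to 135579279) stood at 158 CPM (155 to 161), 239 CPM and 595 CPM (589 to 602) in lineage cells at d7.5, d9.5 and d18.5. IGFBP3, an IGF binding protein gene (chromosome 7, 45912245 to 45921874), stood at 92.8, 52.1 and 477 CPM (472 to 483). After thinning, CXCL14 was found in 49.6, 63.5 and 81.5% of lineage cells, IGFBP3 in 35.5, 20.1 and 65.1% and SFRP2 in 15.3, 27.4 and 51.4%. At d18.5, in the cluster with UPK3B 15.9% of cells held an IGFBP3 UMI and 86.8% an SFRP2 UMI, against 78.8 and 41.5% of the other lineage cells. Among 15 genes of the IGF pathway the median log2 ratio of d18.5 to d7.5 was 0.71, above all 10000 random lists, with 6 at least 2-fold higher and 1 at least 2-fold lower. IGF1 was at 4.39 (4.03 to 4.78), IGFBP7 at 3.12, IGFBP1 at 3.11 (1.39 to 5.48, from 3 to 24 counts), IGFBP5 at 2.21 and IGFBP4 at 1.67, and IGFBP6 was lower at -2.57, as were IRS2 at -0.92 and the receptors INSR at -0.34 and IGF1R at -0.23. IGFBP7 stood at 8.21 CPM in lineage cells of d18.5 and 1122 CPM in the d18.5 cluster with LUM and TNC, so free RNA of those cells is not excluded for it. Endocardium-like cells held CXCL14 in 4.84, 39.8 and 16.9% of cells, IGFBP3 in 22.6, 24.6 and 27.3% and SFRP2 in 14.5, 21.6 and 10.4%, so SFRP2 at d7.5 (interval of these cells 6.86 to 25.8) and d9.5 (15.7 to 28.6) and IGFBP3 at d9.5 (18.3 to 31.7) are not told apart from background, while IGFBP3 at d7.5 lies just above it (12.9 to 35.0). Their median depths were 29559.5, 21129.5 and 14379 UMIs. Before thinning the shares in lineage cells were 65.8, 72.5 and 85.9% for CXCL14, 55.2, 26.0 and 69.9% for IGFBP3 and 24.4, 32.1 and 52.7% for SFRP2.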

WT1 was also found in PE [45] and is the positive upstream regulator of WNT signaling [54]. The expression of WT1 in PE may positively promote WNT activation, which feeds back into the specialization of the epicardium. To explore the propensity of transcription factors (TFs) in the process of cell fate restriction, we compared the TFs in EPDC (CM diff.), EPDC (FB & CM diff.) and Epi (EMT). *UPK3B*^*+*^ epicardium with high expressions of *EMX1*,* MAF*,* ELF4* and *NKX3-1* were more likely to differentiate into CMs (Fig. 3G, Supplementary Fig. 2F) while further functional experiments are needed for verification. 

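EMX1, a homeobox factor (chromosome 2 of GRCh38, 72916260 to 72936071), stood at 2.71 CPM in d18.5 lineage cells with a UPK3B UMI against 0.114 CPM without one, a log2 ratio of 4.57 (3.18 to 6.30) that rests on 28 against 5 counts. MAF, a leucine zipper factor (chromosome 16, 79585843 to 79600714), stood at 130 against 43.5 CPM, a ratio of 1.57 (1.47 to 1.67). ELF4, an ETS factor (X chromosome, 130064874 to 130110716), had 2.73 (2.27 to 3.20) on 102 against 65 counts. Between time points in lineage cells EMX1 had a log2 ratio of d18.5 to d7.5 of 2.83, MAF 1.96 and ELF4 -0.59. Cells with a UPK3B UMI were deeper, with a median of 15973 against 10869 UMIs, which CPM allows for, and regulon activity was not analysed here.

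**Figure D5:**
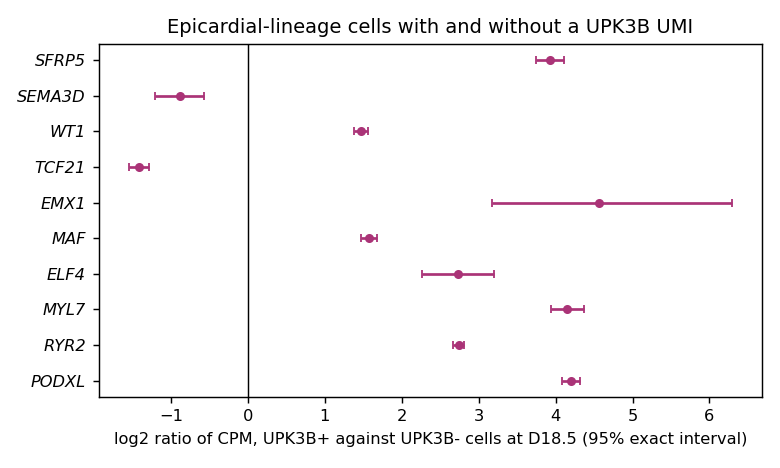
Log2 ratio of CPM in d18.5 lineage cells with a UPK3B UMI to those without one (horizontal axis) for 10 genes, with 95% counting intervals. EMX1 lies at 4.57 with a wide interval and TCF21 at -1.41.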

Differential gene sets unveil the heterogenous spatial expression in epicardium that can serve as a cornerstone for inducing varieties of cell types.

### Epicardium integrated with cardiomyocyte both in vitro and in vivo

To investigate the migration characteristics of epicardial organoids when co-culturing with cardiac organoids, epicardium or epicardial organoids (d7.5 ~ d10.5) were co-cultured with cardiac organoids (d7.5, d12.5, d17.5) for more than 1 month until the fusion completes. The time points were chosen based on single-cell transcriptomic data, during which is the most similar stage with that of PEO migration in vivo. As shown in Fig. 4A and B, single layer of WT1^+^ cells lined outside multiple layers of TNNT2^+^ cells after one month co-culturing of d7.5 cardiac and epicardial organoids which resembles the real heart architecture. The long spindle shape of epicardium nuclei, as well as high expression of MYL2 in this assembly suggested the maturation of epicardium and cardiomyocyte (Fig. 4B and C) which may benefit from paracrine factors enriched in the expanded chamber. While co-culturing with epicardium single cells, there was regional expression of WT1^+^ and TNNT2^+^ cells, and the epicardium could not embed the CMs (Supplementary Fig. 3A). Both digested epicardium and the cells in the epicardial organoids went through a migration event while co-culturing with cardiac organoids, similar to the process of PEO onto the cardiac tube. In another word, the cells of this epicardial organoid have the ability of self-migration supports as a promising platform when co-culturing with cardiac organoids.

**Fig. 4:**
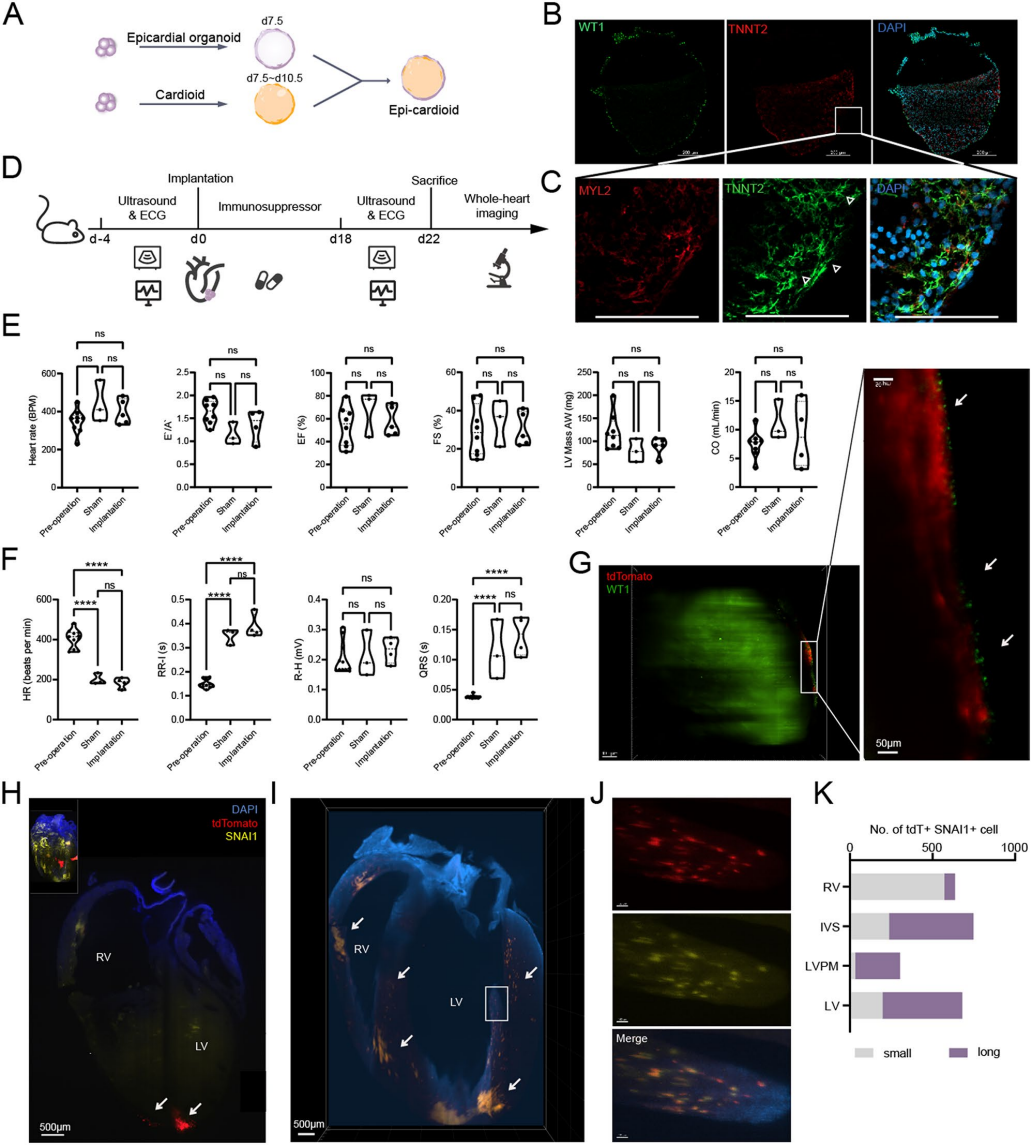
Epicardium exerts migration and EMT features both in vitro and in vivo. (**A**) Scheme of coculture of epicardium organoid and cardioid. (**B**) Epicardium wrapped outside the myocardium after coculturing epicardial organoid with cardioid for more than 1 month. (**C**) Enlarged image from white box of (**B**) showed sarcomere (arrowhead) and CM maturation marker MYL2. Scale bar, 100 μm. (**D**) Implantation procedure of epicardial organoid. Mouse heart function detected by ultrasonic test from parasternal long-axis view (PLAX), parasternal short-axis view (PSAX) and apical four-chamber view (AFC) (**E**), as well as electrocardiograph (ECG) test (**F**) before and after transplantation. Whole-heart staining showed human epicardial organoid integrated with mouse heart with WT1 + cells lining the most outside (**G**) and tdTomato + SNAI1 + cells spreading LV, RV, IVS and LVPM (**H**) and (**I**). (**J**) Enlarged picture of LVPM showed colocation of tdTomato + and SNAI1 + cells. (**K**) Cell number of tdT^+^ human cells distributed different parts of mouse heart. EF, ejection fraction. FS, fractional shortening. CO, cardiac output. HR, heart rate. RR-I, RR interval. R-H, R peak height. LV, left ventricle. RV, right ventricle. IVS, interventricular septum. LVPM, left ventricle papillary muscle. Significance analysis uses one-way ANOVA with the Tukey’s or Dunnett’s post-test correction was applied when appropriate (*p < 0.05, **p < 0.01, ***p < 0.001)

To interrogate the integrity efficiency and migration capability in vivo, epicardial organoid from day 7.5 to day 10.5 was transplanted into the subepicardium of mouse left ventricle. The experimental procedure is shown in the Fig. 4D. Due to the potential ethical issues caused by the use of hESCs in vivo, and the need of tracing the transplanted organoids, we introduced fluorescence protein with strong signal intensity that is tdTomato into hiPSCs. Sadly, fluorescence signal was not strong enough to penetrate sternum and skin when using IVIS Spectrum (PerkinElmer, Inc.). The introduction of tdTomato into iPSC cell line did not hamper the differentiation and formation of epicardial organoid (Supplementary Fig. 3B). Either the thoracotomy or the implantation of epicardial organoids did not affect the main heart function using ultrasonic technology as shown in Fig. 4E and Supplementary Fig. 3C. The calculated differences between pre-operation, sham and implantation groups were not significant on the aspect of ejection fraction (EF), fractional shortening (FS) and cardiac output (CO) ranging from 20% ~ 50%, 50% ~ 80% and 3% ~ 16%, respectively, while greater individual variability was observed with CO index. Hence, the ratio of E` and A` were all larger than 1. Cardiac function was also examined more subtly by ECG. There were significant differences in heart rate (HR), RR-interval (RR-I) and QRS duration between the pre-operation group and the sham group or the transplantation group. Thoracotomy may explain the stronger sensitivity to anesthetic isoflurane, resulting in a decrease in heart rate and an increase in RR-I without affecting the height of the R wave (R-H), which was 0.21 ± 0.08 mV in group sham and 0.23 ± 0.04 mV in group transplantation (Fig. 4F, Supplementary Fig. 3D). The increase in QRS may be the leading cause of the increase in RR-I. Fortunately, no differences in these parameters between the sham and the transplanted group were observed, suggesting that the side effect on mouse cardiac function was mainly due to thoracotomy rather than transplantation of hPSCs-derived epicardial organoid.

After 3-weeks recovery, mouse hearts were harvested for more tests. Organoids survived and integrated with mouse heart (Fig. 4H). WT1^+^ cells inside the organoid were found to be distributed along the outer edge of the heart (Fig. 4G). The migration event of proepicardium-derived cells translocating from proepicardium organ towards the atrioventricular canal of the nascent heart starts from E9.5 [55, 56] and Hamburger-Hamilton stage (HH) 17-18 [57] to E10.5 [56] in mouse and HH23 [58] in chick, respectively. In this model, there were numerous tdTomato positive cells translocating from the organoid entity. These cells were observed colocalizing with the EMT marker SNAI1 distributing in left ventricle (LV), right ventricle (RV), LV papillary muscle (LVPM), interventricular septum (IVS) regions (Fig. 4I). SNAI1^+^tdT^+^ cells in the basal LV and RV were small, while being large spindle-like vary from 90 μm to 170 μm in the apex of RV and IVS. Taking the location and cell size together, long SNAI1^+^tdT^+^ cells called for the potential of EPDCs differentiation to CMs-like cells. There were 271 long spindle-like SNAI1^+^tdT^+^ cells occupying the majority in LVPM showing a certain regular arrangement (Fig. 4J and K). Given that EMT genes were absent in human adult epicardium [49], this translocation and transition provide strong evidence for the resemblance of epicardial organoid to human fetal heart epicardium with high performance of migration and EMT.

## Discussion

The human epicardial organoids we established recapitulate two crucial features resemble fetal epicardium: generating other cell type by inducing EMT, and enlarging with subepicardium-like compartment abundant with ECM and GF. Epicardium in vivo provides diversified paracrine factors such as RA, TGF-β, BMP and collagens, driving CMs compaction and maturation, vessels formation, as well as structural and electrophysiological properties maintenance [59, 60]. This epicardial organoid supplied with some factors resemble that in vivo. However, the absent of CM may seal some functions of epicardium. Co-cultured organoids can be helpful for digging out more information about the interaction between epicardium and myocardium, such as the IGF2/IGF1R and NRP2 signaling discovered by Alessandra Moretti’s group [12]. Here, the assembloid of epicardial organoids and cardioids exhibited the tissue structure with high levels of *MYL2* and many sarcomeres that similar to human heart. We expect to explore more on the reactivation program under a milieu by co-culturing with cardiac organoids. The single-cell transcriptomics defined epicardial organoids as heterogeneous population at different developmental stages. The transcription factors *SCX* and *SEMA3D* in murine proepicardial cells were validated for prone to generating EC and coronary endothelium, respectively [44]. According to the interpretation of time-course transcriptome data, this heterogeneity of epicardium may stem from PE, scilicet cell fate is confined before EMT occurs.

Emerging evidence showed potential application of versatile epicardium on injured heart. For example, dissected human EPDCs remodeled infarcted mouse heart [61, 62], hPSCs-induced epicardium and CMs hosted vascularization of a ischemia/reperfusion rat heart [63], hPSCs-induced epicardium healed infarcted mouse and porcine heart by inhibiting inflammation through paracrine [15]. Epicardial progenitors are known to detach from the outer layer and undergo EMT to invade into subepicardium where other cell types can be further induced by both intrinsic and extrinsic signals [64]. EMT often takes place in 3rd trimester in fetal stage or been induced by heart injury such as ischemia and infarction after birth [19, 33, 34]. To identify those epicardial progenitors reactivate epicardium during heart regeneration is one of alternative strategies. Expression of WT1 requires recruitment of SWI/SNF subunit BRG1 by C/EBPβ onto conserved elements of WT1 and can be upregulated by interaction of BRG1 with thymosin-β4 [65]. The addition of thymosin-β4 was proved to change WT1^+^ cells into ISL1^+^NKX2-5^+^ cells which would differentiate into CMs with time limited before MI [13]. Studies identified substantial difference on cellular markers between embryonic mouse epicardium with adult mouse epicardium after heart injury [66]. Also in zebrafish, the heart regeneration only partially replicates developmental processes even for the same transcripts [67]. By implanting epicardial organoid into immunodeficient mice heart, we found that epicardium migrated to be attached the heart, and to the inner parts such as LVPM and IVS colocalizing with EMT marker *SNAI1* showing a CMs-like morphology. Fibroblast is another well-studied cell on transdifferentiation into CMs. However, this procession is absent under normal physiological conditions, and implementation requires human intervention, such as the canonical cocktail of *Gata4*,* Mef2c* and *Tbx5* [68]. Moreover, EPDCs (FB & CM diff.) only account for 2.83% of total from d7.5 and d9.5 epicardial organoids. 

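The early cells in which LUM and TNC were both raised had the proteoglycan gene DCN at 368 CPM (353 to 383) against 21.6 CPM in lineage cells of d7.5 and d9.5. The collagen gene COL1A1 stood at 229 CPM (218 to 241) against 438 CPM and the fibroblast receptor gene PDGFRA at 79.0 against 475 CPM. They also had the ectodermal factor TFAP2A at 175 CPM (165 to 186) against 0.885 CPM and the keratin KRT7 at 93.2 against 0.368 CPM. These 229 cells were 2.56% (2.24 to 2.91) of 8941 cells, 1.09% at d7.5 and 3.07% at d9.5. At d18.5 the share of the corresponding cluster was 12.3% (11.4 to 13.3), and 25.0% (24.2 to 25.9) with the cell filter of the paper alone. No cluster met the naming rule for fibroblasts, so the share is of clusters that passed for LUM and TNC, a definition chosen after the clusters were seen. At a clustering resolution of 0.4 the early cluster was not separate and the share was 0%.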

The large number of CMs-like cells may be caused by spontaneous transdifferentiation of epicardial cells rather than fibroblasts. Even though, the potential effects of EPDCs (FB & CM diff.) from transplanted organoids should be considered. Origin of these CMs-like cells can be detected by introducing *CreER* after the promoters of epicardium and fibroblast specific markers as well as *lox*P-Stop-*lox*p to cardiomyocyte specific marker. If fluorescence inside the mouse hearts can be monitored in vivo by Biospace Optima small animal imaging system, path of organoid migration and CMs generation can be drawn out to interrogate the regional preference. By comparing the spatiotemporal transcriptome of the transplant assembloid with the single-cell transcriptome of organoids, potential pioneers with myocardial differentiation propensity could be identified, and verified on the aspect of transformation efficiency of indigenous cells in vitro and in vivo. The discovery of pioneer genes could reduce the inevitable trauma of surgery. Given the higher proportion of cardiomyocyte-like cells transformed from epicardium than in previous studies [15, 16], we expect its potential on transplantation or epicardial transdifferentiation for the treatment of cardiac injury.

## Conclusion

In summary, our results indicated that this epicardial organoid resembles human fetal-like epicardium on the aspect of EMT and paracrine ability as well as single cell transcriptome. Moreover, epicardial organoids in organoid fusion platform or transplantation system in vivo exhibited rapid migration performance and gave rise to CM-like cells with high efficiency.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The data supporting this study’s findings are available from the corresponding author upon reasonable request.

## Abbreviations

PEO: pro-epicardium organ
E: embryonic day
SMC: smooth muscle cell
EMT: epithelial-mesenchymal transition
MI: myocardial infarction
CM: cardiomyocyte
hPSCs: human pluripotent stem cells
hESCs: Human embryonic stem cells
RA: Retinoic acid
VEGF: vascular endothelial growth factor
scRNA-seq: single-cell RNA sequencing
ZO-1: zonula occludens-1
TEM: transmission electron microscopy
GF: growth factor
FGF: fibroblast growth factor
EC: endocardium
pF/H Epithe: posterior foregut or hepatic epithelium
EPDCs: epicardium-derived cells
TF: transcriptional factor
ECG: electrocardiograph
EF: ejection fraction
FS: fractional shortening
CO: cardiac output
HR: heart rate
RR-I: RR-interval
HH: Hamburger-Hamilton stage
LV: left ventricle
RV: right ventricle
LVPM: left ventricle papillary muscle
IVS: interventricular septum

# Supplementary material for: Human epicardial organoids from pluripotent stem cells resemble fetal stage with potential cardiomyocyte- transdifferentiation
**Source:** Cell Biosci. 2025 Jan 17;15:4. doi: 10.1186/s13578-024-01339-w
**Supplement:** Supplementary file 2 — Supplementary Material 2

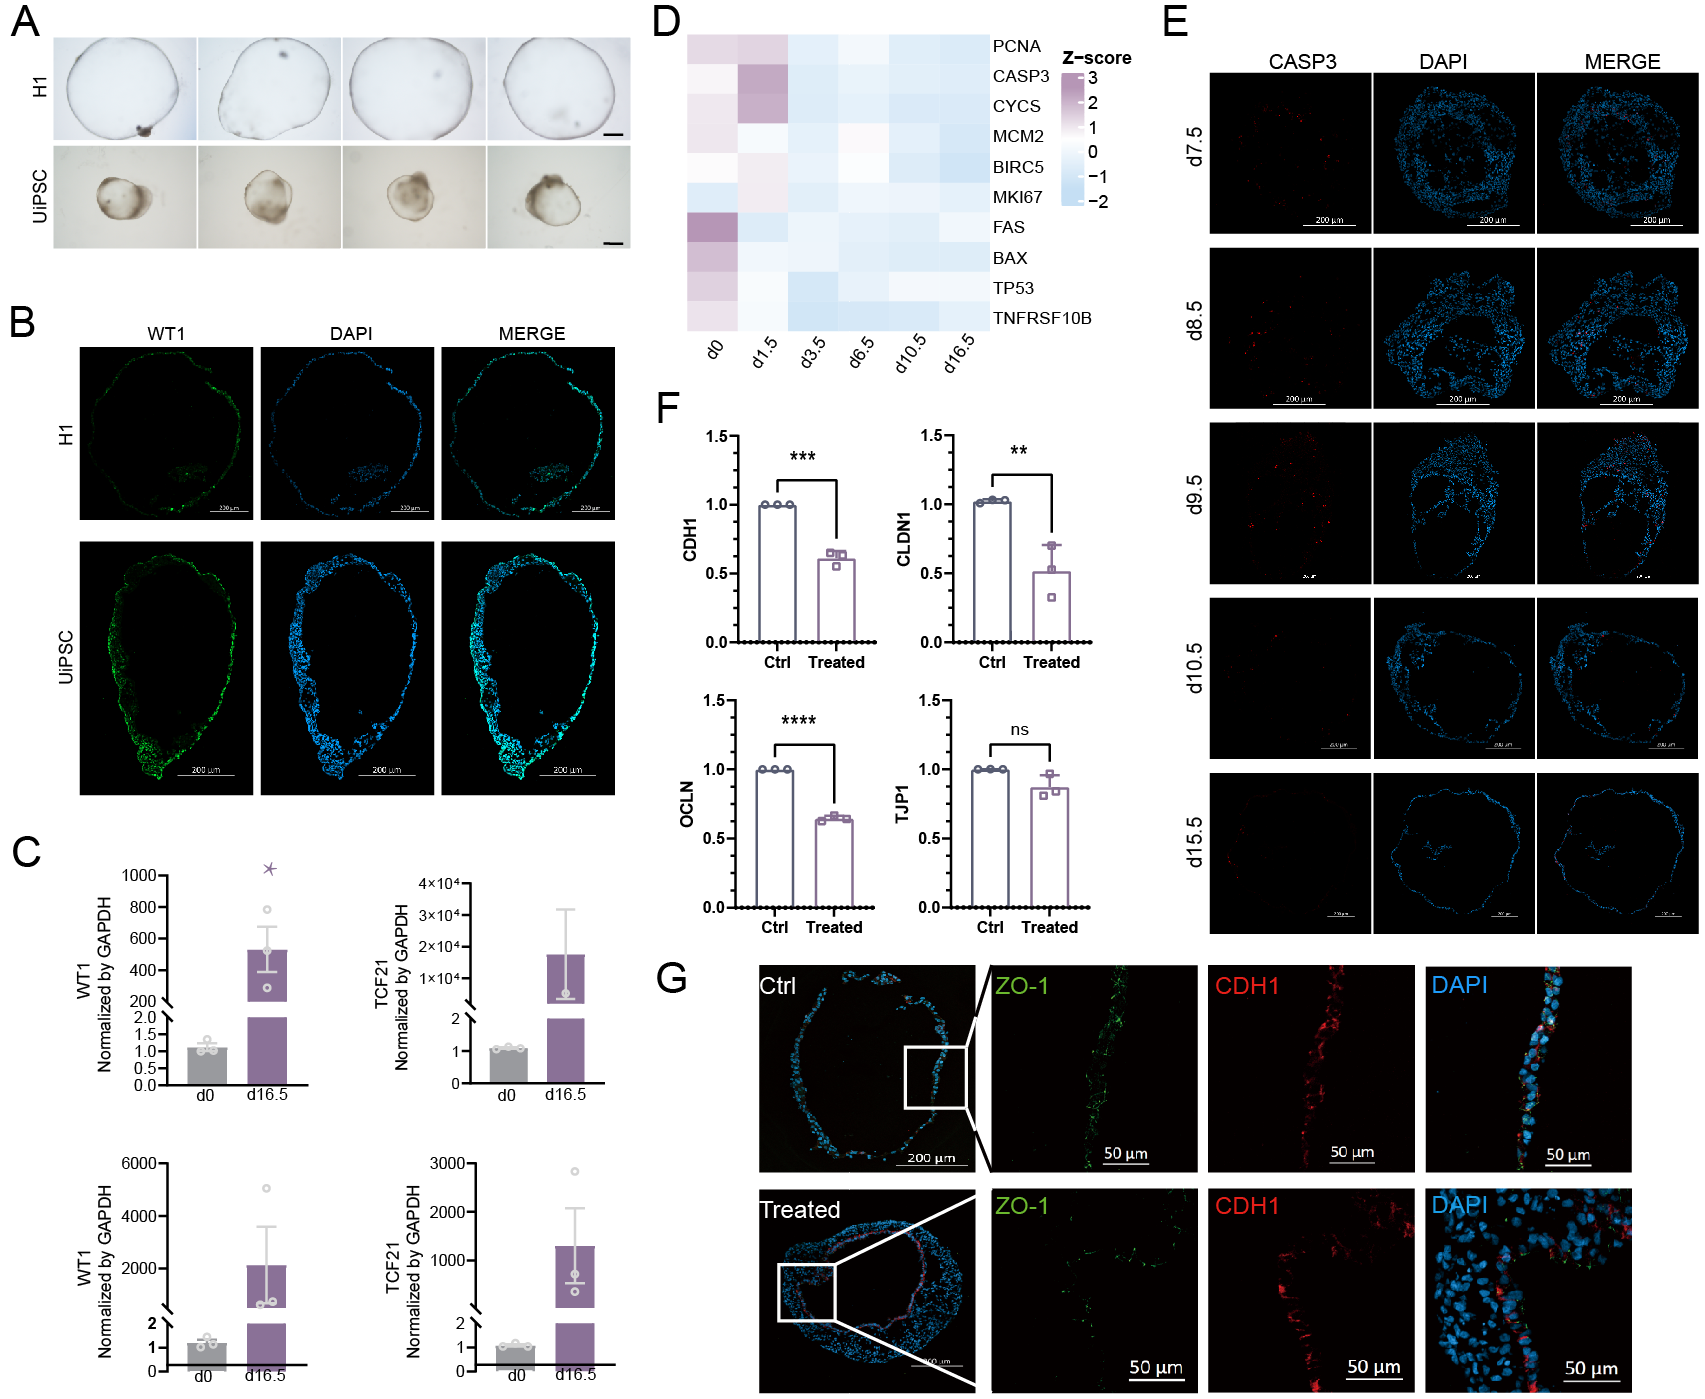

**Supplementary Fig. 1. Reproducibility of epicardial organoid from other hPSCs and apoptosis alongside induction timeline.** (A) Bright field images captured at d20 with four replicates each of H1 and home-made UiPSC exhibits great repeatability. Scale bar, 500 μm. (B) Immunofluorescence of epicardium marker WT1 at d20. (C) Quantification qRT-PCR analysis on epicardium markers *WT1* and *TCF21* at d16.5 of H1-derived organoid (upper) and UiPSC-derived organoid (lower). (D) Representative genes level of apoptosis extract from bulk RNA seq. (E) Apoptosis marker CASP3 protein level in organoid from day 7.5 to day 11.5. (F) mRNA level of tight junction (*TJP1, CLDN1, OCLN*) and adherens junction (*CDH1*) at d17.5 normalized by GAPDH. Ctrl, no EMT inducer, Treated, with EMT inducer. (G) Immunofluorescence of junction markers ZO-1 (*TJP1*) and CDH1 with or without EMT inducer. Significance analysis uses a standard unpaired Student t-test (2-tailed; *p < 0.05, **p < 0.01, ***p < 0.001). Images in a are representative of four independent differentiations.

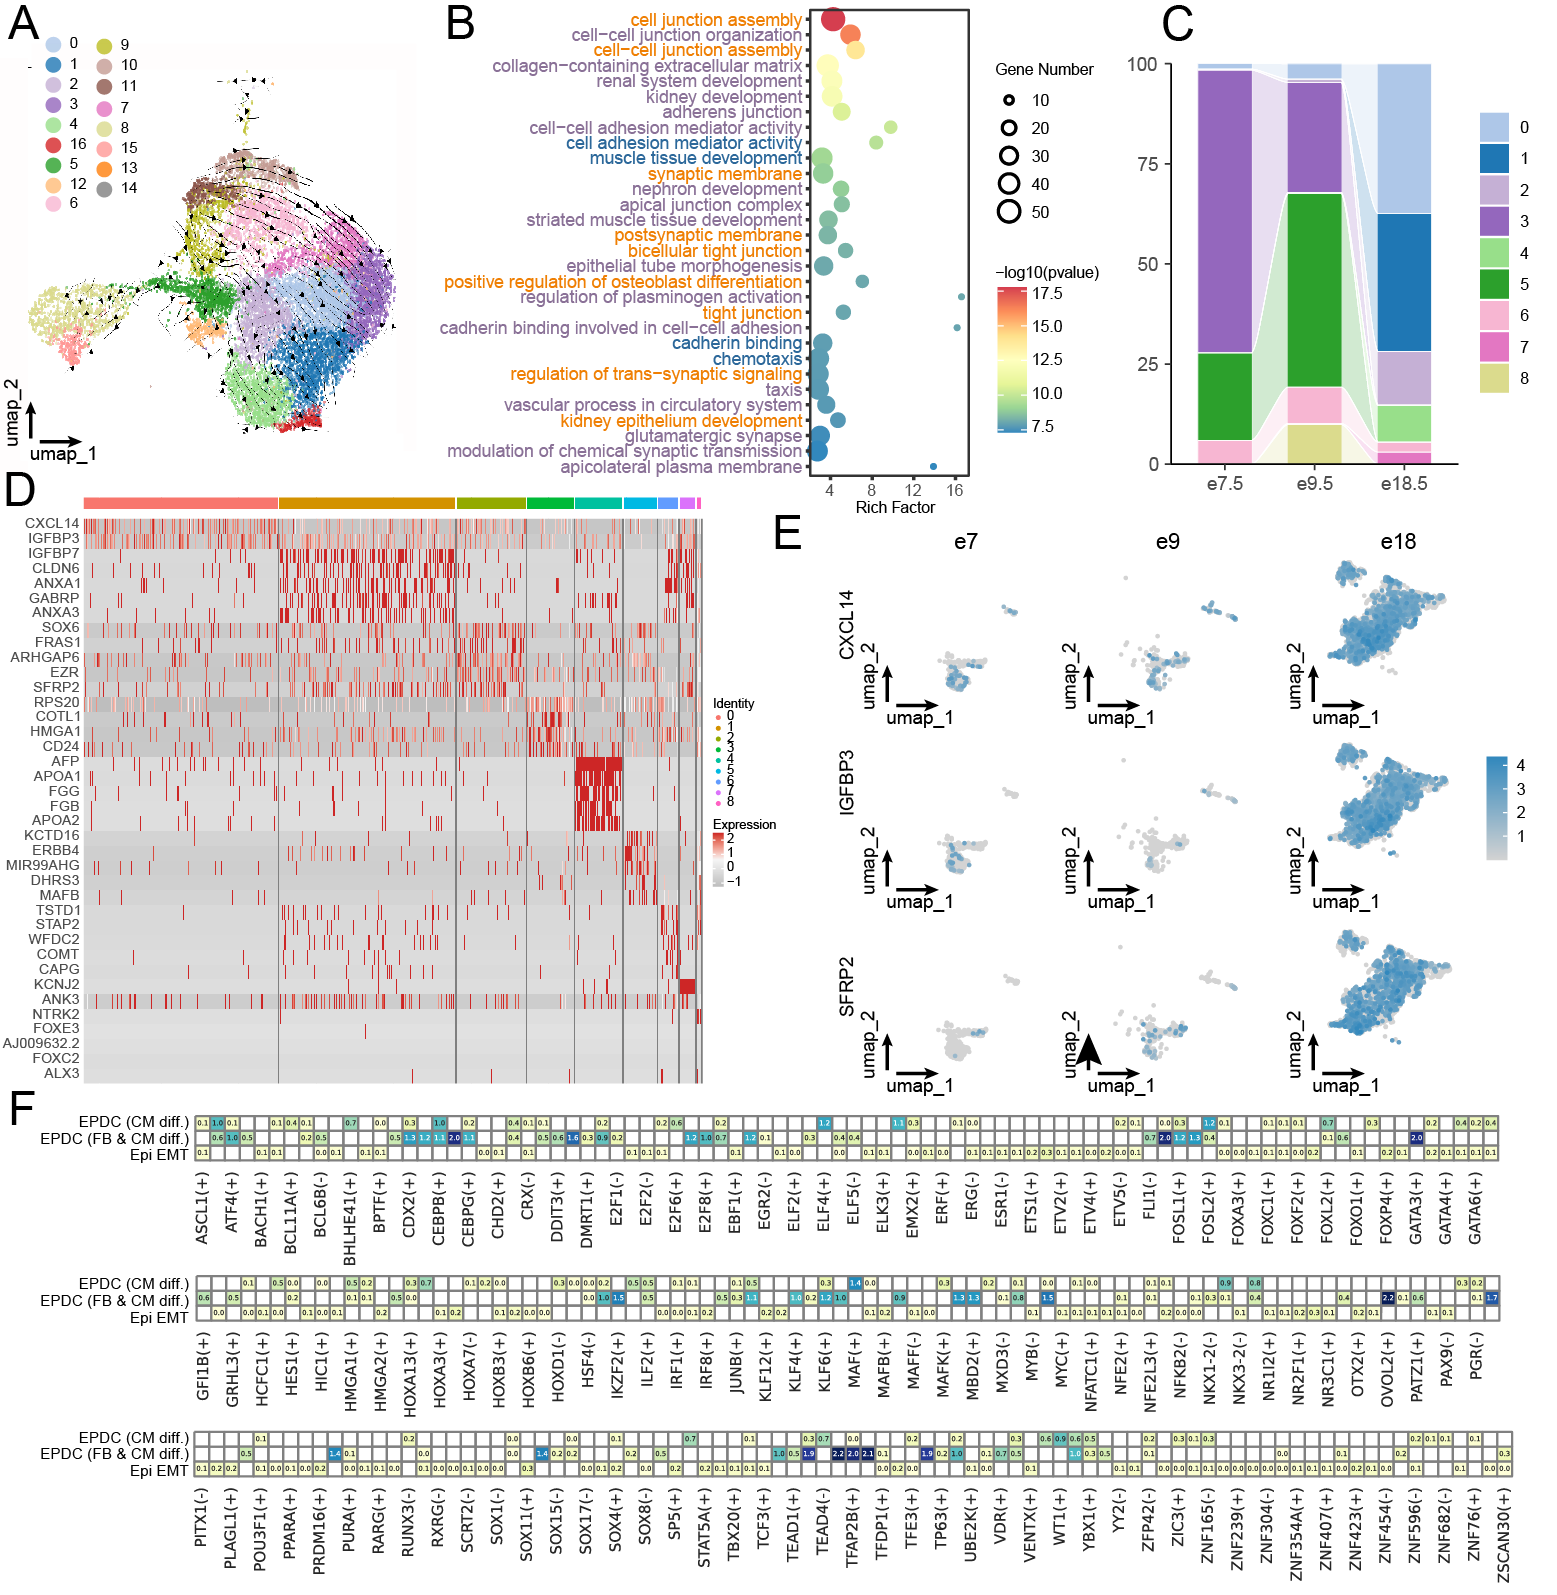

**Supplementary Fig. 2. Epicardial organoid with inner heterogeneity.** (A) RNA velocity analysis of single-cell transcriptome of epicardium organoid. (B) GO and KEGG signal enrichment analysis. (C) Stream flow plot for cell number percent of different subcluster. (D) Heatmap of key differential genes between 9 subclusters. (E) Feature plot of *CXCL4, IGFBP3* and *SFRP2* separated by time points. (F) Differential TF sets between EPDC (CM diff.), EPDC (CM diff.) and Epi (EMT).

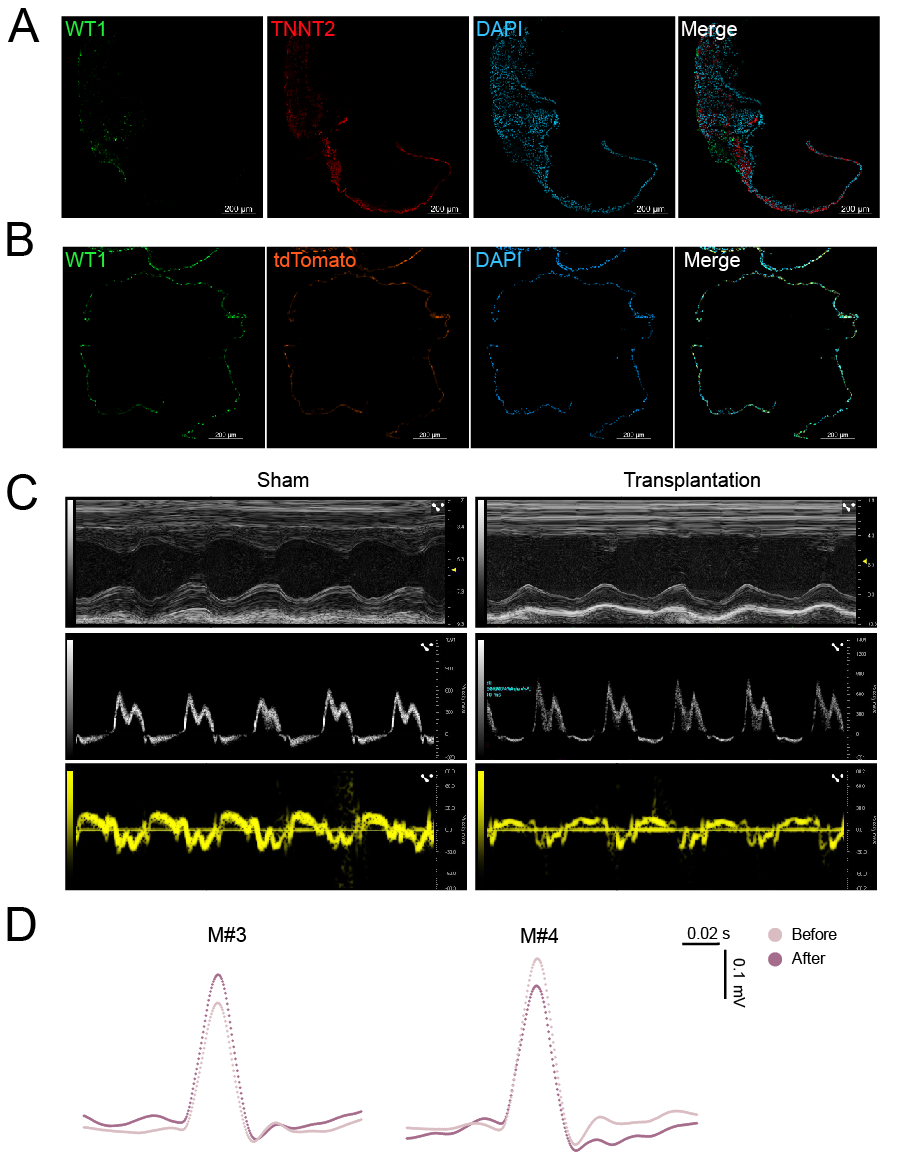

**Supplementary Fig. 3. Migration feature of epicardium.** (A) Fusion of epicardium cells with cardioids. (B) Expression of WT1 in organoid differentiated from tdTomato-iPSC. (C) Ultrasonic images from PLAX, PSAX and AFC view. (D) Identical ECG waveform plot before and after transplantation.

How the deposited data were processed for this re-analysis (not part of the article)

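Single-cell RNA of epicardial organoids grown from the human embryonic stem cell line H9 was analysed at d7.5, d9.5 and d18.5. The labels list 2, 2 and 4 libraries, but every barcode of a time point ends in the same suffix, so the libraries of a time point cannot be told apart and each time point was treated as 1 sample. With 1 sample per time point, no test between time points was made, and cells were not used as replicates. Intervals of CPM, shares and log2 ratios of single genes cover counting error only, those of medians are spreads over genes, and some values are given without an interval.

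The authors sequenced droplet libraries and counted reads with Cell Ranger against the human genome (hg38), and the deposited values are UMI counts per gene and barcode, with empty droplets included and no normalization. The matrix headers name Cell Ranger 7.1.0, the submitters' notes name 7.0.0 and the paper's methods name v6.1.1, and which of these made the counts is not known. The paper's methods give Seurat v5.1.0 with a filter of 300 to 9000 genes, at most 25% mitochondrial and at most 50% ribosomal UMIs. Cell labels of the study were not used here, so all clusters and names are rebuilt and a difference from the study may come from that.

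Cells were called per time point by the order-of-magnitude rule of Cell Ranger (10% of the 99th percentile of the top barcodes), and the paper's filter was then applied. The paper's filter alone also keeps barcodes below that minimum. Kept cells had a median of 1.451, 1.719 and 2.904% mitochondrial and 22.489, 17.865 and 20.103% ribosomal UMIs at d7.5, d9.5 and d18.5. A count of 3 in lineage cells corresponds to 0.0514, 0.0311 and 0.0554 CPM, which was taken as the limit that a count of 0 allows.

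Clustering used python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9. No integration between time points was made, since the paper names none. A cluster was named by the marker list with the most markers that were detected in at least 10% of its cells and at least 2-fold above the other cells, with 5 CPM added to both. It needed at least 3 such markers and was left unnamed when another list held more of its 10 leading genes. A cluster with as many markers of another class stayed unnamed as well. Epicardial-lineage cells are kept cells outside the endocardium-like, foregut or hepatic epithelium-like and amnion or surface ectoderm-like clusters. No cluster met the rule for fibroblasts, so the share set beside the study's EPDCs (FB & CM diff.) is that of clusters in which both LUM and TNC passed.

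Counts were summed over cells per group and scaled to CPM by the total of the group. A log2 ratio between time points has an exact interval from the counts, genes with at least 10 counts at 1 or more time points were included, and a ratio against 0 counts is a bound at 3 counts. Shares of cells with a UMI were compared after thinning each cell at random to 9000 UMIs, the 25th percentile of the shallowest time point rounded down to a multiple of 500, and cells below that depth were left out. Shallow clusters lose more cells in this way, which can shift the thinned shares of the d18.5 lineage. Pairs of markers were described by log2 odds ratios with 0.5 added to each cell of the table. For 20 gene lists the median log2 ratio was placed among 10000 random lists of the same size matched on mean expression, which describes these samples and is no test. Of 20 lists, 10 lay outside the central 95% between d18.5 and d7.5. Gene positions are those of GENCODE 29 on GRCh38. Reads shared between close paralogues, for example among claudin or keratin genes, cannot be traced from the counts.

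The cell type markers, gene lists, clustering settings, comparisons, main alternatives and the rule for named genes were set before the data were examined. The genes named are those the paper names in its single-cell section or compares with it, members of the gene lists as examples, and the 12 genes with the largest log2 ratio in each direction between d18.5 and d7.5 in lineage cells among genes with a symbol and at least 50 CPM (3868 of 22454 genes). BNC1, TBX5, CRABP2 and other members of the marker and gene lists are named as members of their list, picked after their values were seen. The thresholds for naming clusters, the definition by LUM and TNC, the call of at least 2-fold and the summaries over all genes or lists were chosen after the data were seen.

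Doublets were scored with Scrublet as scanpy runs it at an assumed rate of 0.1 per time point. It marked 4 of 13878 cells (0.029%), so the call has not worked, and doublets were kept. An alternative without the tenth of cells with the highest scores (1333 cells) was added after that. The other alternatives were the paper's filter alone, a stricter filter (1000 genes and 15% mitochondrial UMIs), clustering at resolutions 0.4 and 1.6, listed markers kept in the clustering, a doubled thinning depth, all kept cells in place of lineage cells, UPK3B+ cells by at least 2 UMIs, median-of-ratios scaling, totals without mitochondrial and ribosomal genes, no filter on low counts, and proliferating cells left out.

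The steps were tested on simulated counts for d18.5 against d7.5 in lineage cells, with 200 of 21557 genes changed by a known fold. The interval held the true ratio for 96.0% of genes changed 2-fold and 95.9% of genes changed 4-fold, the sign was right for 100% of both, and 0.88% of unchanged genes were at least 2-fold off. Of 100 unchanged lists, 7 lay outside the central 95%. The intervals cover counting error only, and variation between real samples could not be measured with 1 sample per time point. These values therefore say nothing about error between real samples.

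RNA velocity, regulon activity, gene ontology enrichment and the reclustering of single subclusters were not run. The proteomic and imaging data of the paper were not analysed here. Genes that reveal sex were left out of all tables, and results for some other genes are not reported here.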

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

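The tests of explanations in this part were chosen after the results were seen, while placing the gene lists among random lists was planned. The results were flagged because VTCN1, DHRS3 and the HOX and cholesterol genes lie outside the genes the paper discusses. The other genes here are set beside them, and the paper does discuss some, such as WT1, TCF21, LUM and TNC. There is no control sample, and each flagged signal was counted far above the limit that a count of 0 allows.

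The d18.5 cluster with LUM and TNC passed for 11 of 15 markers of amnion or surface ectoderm, among them the immune checkpoint gene VTCN1 at 426 CPM against 1.07 CPM in lineage cells, and its keratins KRT8, KRT18 and KRT19 stood at 2559, 2180 and 2153 CPM. The 15 markers had a median log2 ratio to lineage cells of 5.42 at d18.5 and 3.93 in the early cluster of d7.5 and d9.5, which also expressed the pluripotency genes LIN28A, DPPA4, L1TD1 and SOX2. IGFBP3, BAMBI and ISL1 of this list are also members of other lists, the paper discusses IGFBP3 and ISL1, and lineage cells express IGFBP3.

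Against droplets that hold a lineage cell beside another cell, WT1, TCF21 and GATA4 together were at 6.38% (5.86 to 6.94) of their lineage level at d18.5, while the 14.5% (13.4 to 15.6) of the early cluster leaves such droplets open there. Free RNA is argued against at both, since the passing markers lay above nearly empty droplets by a median log2 ratio of 2.74 (2.06 to 3.06) at d18.5 and 4.18 (3.12 to 5.08) earlier. Whether these are fibroblasts that also express the markers stays open: 11 measured fibroblast markers had a median log2 ratio to the lineage of -1.73 (-3.59 to 3.89) at d18.5, with 3 at least 2-fold higher and 6 lower, and -0.33 (-2.59 to 3.08) earlier, with 3 higher and 4 lower. The d18.5 median taken without its spread would argue against fibroblasts, and the test was read with the spread because the markers go both ways. A candidate explanation is that these cells are amnion or surface ectoderm-like, which rests on the same markers and is a hypothesis.

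DHRS3, a retinaldehyde reductase induced by retinoic acid, stood at 207 CPM in lineage cells at d7.5. Over 14 measured genes of the retinoic acid pathway the median log2 ratio of d18.5 to d7.5 was -0.75, below all 10000 random lists, with 6 genes at least 2-fold lower, among them CYP26A1 at -11.18 on 1 count at d18.5, CYP26B1 at -7.06 and CYP26C1 at -2.98. CRABP1 at 3.45 (3.24 to 3.67) and ALDH1A1 at 1.59 were higher. Between d18.5 and d9.5 the median over 13 measured genes was -0.61, with 2 at least 2-fold higher and 6 lower. CYP26A1, CYP26B1, CRABP2 and DHRS3, picked because each was at least 4-fold lower, had a median of -7.35 in lineage cells.

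A change in which mesenchymal cells make up the lineage stays open, since no test of it was made within the lineage. These genes were also lower in endocardium-like cells, a class outside the lineage, which does not show how the lineage is made up. There CYP26A1 and CYP26B1 had 242 and 979 counts at d9.5 and 0 at d18.5, log2 ratios with upper limits of -4.78 and -6.80. Free RNA of the lineage cannot supply their 60.1 and 243 CPM at d9.5, where the lineage had 14.9 and 10.8 CPM. For CRABP2 and DHRS3 the log2 ratios in endocardium-like cells had upper limits of -4.84 and -5.55. Free RNA is not excluded for CRABP2 and DHRS3, since these cells at d9.5 had no more than the lineage (503 and 244 against 968 and 265 CPM). The rest of the list was not tested in these cells. Scaling is argued against, since it would move all genes alike, and the median log2 ratio of all 24247 genes between d18.5 and d9.5 was -0.25 (-0.27 to -0.24). The library sets of the time points cannot be told apart from time, as there is 1 sample per time point, and a shift between kinds of endothelial cells stays open. The paper's methods describe retinoic acid in the medium before d7.5, and no sample without it was analysed here, so its removal was not tested.

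The HOX genes of the anterior body axis had a median log2 ratio of d18.5 to d7.5 of -2.0, below all random lists, with 12 of 14 measured genes at least 2-fold lower, such as HOXA5 at -2.25 (-2.37 to -2.14). HOXD1 and HOXD3 were higher, from 1 and 13 counts at d7.5. Genes of cholesterol synthesis had a median of 0.96, above all random lists, with 6 of 14 at least 2-fold higher and none lower than 0.34. IDI1 was at 1.44 and HMGCS1 at 1.37. Between d9.5 and d7.5 the median of this list was -0.18, above only 0.36% of random lists, and between d18.5 and d9.5 it was 1.16. No explanation was tested for either list.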

How the results depend on the processing

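The alternative without the tenth of cells with the highest doublet scores was chosen after seeing the data, and the others were planned. Under the planned and added alternatives, 53 values of the main results stayed within their interval or within 1.5 times a count and 17 moved. Most of these are counts, shares or sizes of change, which have no direction. Only the median of marker pairs and the median of transcription factors in UPK3B+ cells have a sign, and neither changed it. No paired analysis was possible because the libraries of a time point carry no mark in the barcodes, and for the same reason no library could be left out and no model with replicates was fitted. The cause was not tested for any shift below except where the construction of the alternative gives it.

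With the paper's filter alone, which by construction adds shallow barcodes, 25403 cells were kept in place of 13878, endocardium-like cells were 2.04% in place of 2.36%, foregut or hepatic epithelium-like cells 1.57% and proliferating cells 18.4% of cells, and the clusters with LUM and TNC held 25.0% of d18.5 cells in place of 12.3%. At the lower depth this sets, cells with WT1, TCF21 and TBX18 were 0.0177% of lineage cells and the median log2 odds ratio of marker pairs was 0.34 in place of 0.13. Doubling the thinning depth gave 6.01% such cells in place of 1.79%, since more UMIs per cell detect more genes.

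Proliferating cells were 12.9% in the main setting, 14.8% with the stricter filter, 12.3% without Scrublet's doublets, 11.4% at resolution 0.4, 13.8% at resolution 1.6 and 15.0% with listed markers kept in. At resolution 0.4 endocardium-like cells were 1.82% and the early cells with LUM and TNC were no longer a cluster of their own, so their share was 0%. Without the tenth of cells with the highest doublet scores endocardium-like cells were 1.68%. With no filter on low counts the median size of the log2 ratio between d18.5 and d7.5 was 0.491 over all cells and 0.474 in lineage cells, in place of 0.454 and 0.429, as rarely counted genes enter by construction.

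Of 768 values of single genes, lists and time points, 687 stayed within their interval and 81 moved. No value called at least 2-fold changed sign, but 6 others did. With the paper's filter alone these were the medians of keratins (-0.34 to 0.65), posterior HOX genes (-0.16 to 0.0007) and marker pairs at d18.5 (-0.07 to 0.003), and elsewhere that of the integrated stress response (0.03 to -0.06 without proliferating cells) and SEMA3D in UPK3B+ cells at d7.5 (-0.08 to 0.007 without the highest doublet scores) and d9.5 (0.20 to -0.97 by at least 2 UMIs). Of the 81, 20 belong to UPK3B+ cells by at least 2 UMIs and 31 to the paper's filter alone. Among 34 named genes that differed at least 2-fold between d18.5 and d7.5, 259 of 272 values over 8 settings stayed within their interval and 13 moved. Depth limits the shares of cells, and EMX1 and SCX have too few UMIs for a share to be read.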

Differences from the paper's values

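No test was added in this part, but the thresholds for naming clusters and the definition of cells by LUM and TNC were chosen after the clusters were seen. Names of cells are rebuilt here and are not the study's.

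The paper's number of cells is 49,716, and 13878 cells were kept here. Of the alternatives set before the data were examined, neither the paper's filter alone (25403) nor the stricter filter (13875) reached it.

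The paper's share of posterior foregut or hepatic epithelium is 3.08% of the total, and foregut or hepatic-like cells were 0.807% of kept cells here. The values also differed under every alternative set before the data were examined, with 1.57% for the paper's filter alone, 0.807% for the stricter filter and for resolutions 0.4 and 1.6, 0.822% without Scrublet's doublets and 0.814% with listed markers kept in.

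The paper's share of proliferating cells at d9.5 is about 22% in Fig. 3C, read by eye, and was 12.6% here. Within 1.5 times of it were 21.6% for the paper's filter alone, 16.7% for the stricter filter and 15.8% with listed markers kept in, but not 10.7% without Scrublet's doublets, 10.2% at resolution 0.4 and 13.7% at resolution 1.6. At d18.5 the paper's share is about 14% in Fig. 3C, read by eye, against 9.01% here. The values no longer differed for the paper's filter alone (10.0%), without Scrublet's doublets (9.74%), at resolutions 0.4 (9.38%) and 1.6 (9.99%) and with listed markers kept in (9.80%), and still differed for the stricter filter (7.99%).

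In clusters with LUM and TNC the paper reports markers of fibroblasts and low expression of CM markers. It uses the label EPDCs (FB & CM diff.). LUM and TNC were high in the d18.5 cluster here as well, but 6 of 11 measured fibroblast markers were at least 2-fold lower than in the lineage, and 11 of 15 markers of amnion or surface ectoderm passed.

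The paper states that fetal epicardium genes are universally expressed. At 9000 UMIs per cell, SFRP2 was found in 15.3, 27.4 and 51.4%, COL9A3 in 1.91, 4.18 and 27.2% and SFRP5 in 25.4, 13.4 and 5.79% of lineage cells at d7.5, d9.5 and d18.5. TNNT1 was counted without thinning alone, in 47.5, 44.9 and 45.3%, and no background share was measured for it. SFRP2 and COL9A3 at d7.5 and d9.5 and SFRP5 at d9.5 are not told apart from background. More UMIs per cell would detect more, so these shares cannot decide whether expression is universal. CXCL14 of the angiogenic genes, in 81.5% at d18.5, goes the way of the paper.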

Other observations

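Both tests in this part were planned before the results were seen. In lineage cells at d18.5, genes of the TGF-beta response went both ways against d7.5, with SMAD7, an inhibitor of the pathway, at a log2 ratio of -2.25 (-2.38 to -2.11), the corepressor SKIL at -2.02 (-2.10 to -1.95) and THBS1 at -1.47. TAGLN at 1.91 (1.80 to 2.02), ACTA2 at 1.54, LTBP2 at 1.98 (15 to 55 counts) and TGFBI at 1.81 were higher, and the matrix genes COL1A1 at -0.16 and POSTN at -0.007 were not. The list of 15 had a median of 0.22, above 93.6% of random lists. The paper describes a TGF-beta inhibitor in the maintenance medium from d9.5 onwards. No sample of d18.5 without it was analysed here, so its effect on these genes was not tested. The BMP response had a median of -0.68 over 12 genes, below all random lists, with 5 at least 2-fold lower: HAND1 was at -2.93 (-3.02 to -2.84), BMP7 at -2.57, BMP4 at -1.69, SMAD6 at -1.37 and ID3 at -1.19, and none was at least 2-fold higher, with BMP2 at 0.75 (0.50 to 1.01) and MSX1 at 0.27.

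Lateral plate and cardiac progenitor genes had a median log2 ratio of -1.06, below all random lists, with TBX5 at -2.90 (-3.05 to -2.76), FOXF2 at -2.69 and ISL1 at -2.40 (-2.61 to -2.18). HAND2 at 1.75 (1.68 to 1.82), MESP1 at 1.55 and MEF2C at 1.31 were higher. Of 7 keratins 5 were measured, with a median of -0.34 (0.65 with the paper's filter alone, so no direction is read), KRT8 at -0.66 and KRT19 at 0.57, and KRT17 at 6.05 (4.48 to 8.34) from 3 to 184 counts. Hypoxia and glycolysis genes had a median of -0.05, with ADM at -3.96 and SLC2A1 at -1.74. The integrated stress response had a median of 0.03, with TRIB3 at 2.02 (1.56 to 2.51), and the apoptosis genes of the paper one of 0.17, with FAS at 1.77 and BIRC5, which is also a gene of proliferation, at -1.60. Of 24 posterior HOX genes 9 were measured, with a median of -0.16 (0.0007 with the paper's filter alone), HOXB7 at 1.20, HOXD9 at 2.11 (1.13 to 3.21) and HOXC8 lower by at least 4.01 log2 units, from 52 to 0 counts.

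Lineage cells of d18.5 lay in clusters apart from those of d7.5 and d9.5, and their lower depth is argued against as the cause. After thinning, 99.1% (98.7 to 99.4) of them lay in clusters with at least 90% cells of d18.5, against 99.7% before thinning. A difference between the library sets that acts on every cell type alike stays open. The log2 ratios of d18.5 to d7.5 in endocardium-like and in lineage cells had a Pearson r of 0.42 across 10764 genes, between the values set for and against it, and genes are not independent replicates. Development between the time points and the change of medium that the paper describes stay among the open explanations as well. With 1 sample per time point they cannot be told apart from the library sets.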
